# Cytokine-enhanced cytolytic activity of exosomes from NK Cells

**DOI:** 10.1038/s41417-021-00352-2

**Published:** 2021-07-27

**Authors:** Yutaka Enomoto, Peng Li, Lisa M. Jenkins, Dimitrios Anastasakis, Gaelyn C. Lyons, Markus Hafner, Warren J. Leonard

**Keywords:** Cytokines, Innate immunity

## Abstract

Natural killer (NK) cells play key roles in immune surveillance against tumors and viral infection. NK cells distinguish abnormal cells from healthy cells by cell–cell interaction with cell surface proteins and then attack target cells via multiple mechanisms. In addition, extracellular vesicles (EVs) derived from NK cells (NK-EVs), including exosomes, possess cytotoxic capacity against tumor cells, but their characteristics and regulation by cytokines remain unknown. Here, we report that EVs derived from human NK-92 cells stimulated with IL-15 + IL-21 show enhanced cytotoxic capacity against tumor cells. Major cytolytic granules, granzyme B and granzyme H, are enriched by IL-15 + IL-21 stimulation in NK-EVs; however, knockout experiments reveal those cytolytic granules are independent of enhanced cytotoxic capacity. To find out the key molecules, mass spectrometry analyses were performed with different cytokine conditions, no cytokine, IL-15, IL-21, or IL-15 + IL-21. We then found that CD226 (DNAM-1) on NK-EVs is enriched by IL-15 + IL-21 stimulation and that blocking antibodies against CD226 reduced the cytolytic activity of NK-EVs. We also show NK-EVs are taken up by target cells via macropinocytosis. Collectively, our findings elucidate the novel properties of NK-EVs and the mechanism of their incorporation into target cells.

## Introduction

Natural killer (NK) cells play important roles in immune surveillance of tumors or viral infection [1, 2]. NK cells are known to secrete a large amount of interferon-γ (IFN-γ) to augment T helper type 1 (T_H_1) immune responses and also directly kill tumor cells and virally infected cells [1–3]. NK cells express many types of receptors on their cell surface that help to distinguish abnormal from healthy cells [1, 3]. After recognizing target cells, NK cells induce the death of these cells via a number of mechanisms, mediated by Fas ligand (FasL), TRAIL, secretion of tumor necrosis factor-α (TNF-α), IFN-γ, perforin, and granzymes [1–3]. In addition, NK-EVs, including exosomes, have been reported to show cytotoxicity against tumor cells [4–7].

EVs are nano-sized membrane vesicles released from most cell types that are known to contain various cellular components, including proteins, DNAs, mRNAs, and microRNAs (miRNAs) [8]. For cell-to-cell communication, receptor–ligand interactions and many types of molecules including cytokines, chemokines, growth factors, and hormones are involved [9]. Interestingly, EVs have been reported to be taken up by and to transfer their contents to spatially separated target cells, changing their phenotype [8, 10–12]. Thus, EVs can serve as novel communication tools.

Immune cell-secreted EVs serve to regulate both the innate and acquired immune responses [8, 13]. In addition, recent studies have shown that EVs can influence antitumor immune responses [13–16]. For example, EVs derived from activated CD8^+^　T cells prevent tumor progression by targeting mesenchymal cells in the tumor microenvironment [14]. EVs derived from DCs also activate and enhance the cytotoxic activity of NK cells via HLA-B-associated transcript 3 (BAT3), TNF superfamily members (TNF, TRAIL, and FasL), and interleukin-15Rα (IL-15Rα) on their surfaces [13, 17–19].

Previous studies reported that NK-EVs express various NK-cell receptors and cytotoxic molecules and can mediate cytotoxic activity against tumor cells [4–6, 20]. Moreover, NK-EVs are present in human blood, and it was proposed that they may be involved in NK-mediated immune surveillance of primary tumors [5] and shown that they have utility in cancer therapy in a mouse model [6, 7]. Therefore, NK-EVs may prove to be useful for immunotherapy, but the critical cellular components in NK-EVs remain elusive, although proteins or miRNAs in the NK-EVs are potentially important. The cytotoxic activity of NK cells is enhanced by cytokine stimulation, which induces the expression of cytotoxic molecules [21–23], but the effect of cytokines on NK-EVs and the pathway for their uptake by target cells remains unclear.

In this study, we have investigated the effect of treatment of NK-92 cells with IL-15, IL-21, and IL-15 + IL-21 on the cytotoxic activities of EVs produced by the cells. NK-92 is a human NK cell line derived from a patient with malignant non-Hodgkin’s lymphoma and retains cytolytic activity against cancer cells. NK-92 is FDA-approved for cancer immunotherapy and has been investigated in clinical trials [24]. Along with IL-2, IL-4, IL-7, and IL-9, IL-15 and IL-21 are members of a family of cytokines that bind receptors that contain the common cytokine-receptor γ chain, γ_c_, and both of these cytokines can augment the proliferation and cytotoxic activity of NK cells [25]. Moreover, the combination of IL-15 + IL-21 has a synergistic effect on the clonal expansion and cytotoxic activity of CD8^+^ T cells, resulting in potent antitumor effects by these cells [25, 26], and in vivo antitumor activity by IL-21 is mediated in part by NK cells [27]. In addition, IL-21 synergizes with IL-15 to augment IFN-γ production in NK and T cells [28]. Interestingly, treatment with IL-15 + IL-21 enhanced the cytotoxic activity of EVs produced by these cells. Based on small RNA-seq and mass spectrometry, the profiles of the cellular components in NK-EVs are altered by cytokine stimulation of NK-92 cells. Among the proteins whose expression is enriched by IL-15 + IL-21 stimulation, we then found that CD226 (DNAM-1) is related to cytolytic activity of NK-EVs. We also found that NK-EVs are taken up by target cells via macropinocytosis, an endocytosis pathway. Taken together, these findings reveal that cytokine stimulation on NK-92 cells changes the cytotoxic activity and the character of NK-EVs, which induces up-regulation of CD226. Moreover, we have elucidated the pathway of uptake of NK-EVs by target cells.

## Materials and methods

### Cell culture

NK-92 cells were cultured in MyeloCult H5100 medium (STEMCELL) containing penicillin–streptomycin (Gemini Bio-Products) and 100 IU/ml of recombinant human IL-2. K562 and Jurkat cells were cultured in RPMI-1640 medium (Gibco) containing 10% fetal bovine serum (FBS) and penicillin–streptomycin. A549 and HeLa cells were cultured in DMEM (Gibco) containing 10% FBS and penicillin–streptomycin. For stimulation, NK-92 cells were washed with phosphate-buffered saline (PBS) and rested overnight in MyeloCult H5100 without IL-2 and then cultured in MyeloCult H5100 with 50 ng/ml of IL-15, IL-21, IL-15 + IL-21, or without any cytokine for 3 days, washed with PBS, and cultured in Advanced RPMI-1640 (Gibco) containing penicillin–streptomycin and 2 mM l-glutamine (Gemini Bio-Products) continuously without cytokine or with 50 ng/ml of IL-15, IL-21, IL-15 + IL-21 for 2 days.

### Isolation of NK-EVs

NK-92 cells were cultured in Advanced RPMI-1640 for 2 days before isolation of NK-EVs. The medium was collected and centrifuged at 2000*g* for 10 min at 4 °C. The supernatant was filtered with a 0.22-μm filter unit (Millipore) to remove cellular debris and then ultracentrifuged in a Beckman SW32Ti rotor at 100,000 g for 2 h at 4 °C. The pellets were washed with PBS, ultracentrifuged again, and resuspended in PBS. The recovered NK-EV protein was measured using the Micro BCA Protein Assay Kit (Thermo Fisher Scientific). The size distribution of NK-EVs was quantified by nanoparticle tracking analysis (NTA) with NanoSight NS300 (Malvern).

### Western blotting

Cells or NK-EVs were lysed with NP40 Cell Lysis Buffer containing protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific). Cell lysates were incubated with Loading Dye (LI-COR) for 30 min under non-reducing conditions at 37 °C to detect CD63 as previously described [29] or with Loading Dye and 2-mercaptoethenol for 5 min at 95 °C to detect other proteins. Proteins were loaded onto NuPAGE gels (Invitrogen), transferred to membranes, and the membranes were incubated with 5% skim milk in TBS-T for 1 h at room temperature. The membranes were then incubated overnight at 4 °C with primary antibodies, anti-CD81, CD63 (Cosmo Bio, clone 12C4, 8A12, respectively), cytochrome *c*, granzyme B (Biolegend, clone 7H8.2C12, O94E6, respectively), β-actin, granzyme H (Cell Signaling Technology, catalog 4967, 18268, respectively), and α-tubulin (Santa Cruz, catalog sc-23948). Secondary antibodies, IRDye 680RD-conjugated anti-mouse IgG, or anti-rabbit IgG (LI-COR) were used at a 1:5000 dilution. The membranes were exposed to ODYSSEY CLx (LI-COR).

### Cytotoxic assay

Target cells were labeled with 0.2 μM CFSE (eBioscience). CFSE-labeled K562 or Jurkat cells (2 × 10^4^) were cultured in 96-well plates with NK-EVs for 12 or 24 h. CFSE-labeled A549 or HeLa cells (1 × 10^4^) were seeded onto 96-well plates the day before adding NK-EVs and then cultured with NK-EVs for 24 h. For experiments with blocking antibodies to CD226, NK-EVs were incubated with isotype control (Biolegend, clone 401402) or anti-CD226 antibodies (Abcam, clone DX11) [30, 31] for 30 min at 37 °C and then incubated with K562 cells. The final concentration of isotype control or anti-CD226 antibodies was 10 μg/ml. For examining the cytotoxicity of NK-92 cells, CFSE-labeled K562 cells (5 × 10^3^) were co-cultured with 5 × 10^4^ NK-92 cells for 4 h. Dead cells were measured by CFSE^+^/PI^+^ cells using a FACS Canto II flow cytometer.

### Quantitative reverse transcriptase PCR (qRT-PCR)

Total RNAs were extracted with TRIZOL Reagents (Thermo Fisher Scientific) and reverse transcribed using QuantiNova Reverse Transcription Kit (Qiagen). Quantitative real-time RT-PCR were performed on a CFX96 Real-Time System (Bio-Rad) using Taqman Assays (Thermo Fisher Scientific) and THUNDERBIRD Probe qPCR Master Mix (TOYOBO). RPL7 was used as an internal control. Quantitative real-time RT-PCR was performed in triplicate for each sample.

### Mass spectrometry analysis

The pellets of NK-EVs were solubilized in 5% SDS, 50 mM triethylammonium bicarbonate buffer (TEAB), pH 7.55 and the proteins reduced and alkylated with iodoacetamide. The proteins were then loaded onto S trap columns (Protifi) for overnight trypsin digestion at 37 °C, following the manufacturer’s instructions. The resultant peptides were desalted on a C18 spin column (Pierce) and lyophilized. Dried peptides were solubilized in 2% acetonitrile, 0.5% formic acid, 97.5% water for analysis on an Orbitrap Fusion (Thermo) mass spectrometer. Proteome Discoverer 2.3 (Thermo) was used to search the data against human proteins from the UniProt database using SequestHT. The Percolator node was used to score and rank peptide matches using a 1% false discovery rate. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD018982 and 10.6019/PXD018982.

### Gene Ontology (GO) analysis

GO analysis was performed with proteins enriched in NK-EVs by cytokine stimulation. ShinyGO v0.61 (http://bioinformatics.sdstate.edu/go/) was used to analyze proteins with a 0.05 *P* value cutoff, and the 30 most significant terms were shown.

### Small RNA-seq

NK-92 cells were washed with PBS and rested overnight in MyeloCult H5100 without IL-2. NK-92 cells were then cultured in MyeloCult H5100 with 50 ng/ml of IL-15, IL-21, IL-15 + IL-21, or without any cytokine for 3 days, washed with PBS, and cultured in Advanced RPMI-1640 (Gibco) containing penicillin–streptomycin and 2 mM l-glutamine (Gemini Bio-Products) continuously with 50 ng/ml of IL-15, IL-21, IL-15 + IL-21, or without any cytokines for 2 days. Total RNA was isolated from EVs and NK-92 cells with Direct-zol RNA Kits (Zymo Research). A small RNA cDNA library was prepared and then sequenced by Illumina HiSeq3000 machine as described previously [32]. The frequency represents the occurrences of a microRNA out of the total sequenced reads in that small RNA-seq library. The small RNA-seq data have been deposited to the GEO repository with the GEO accession number GSE150342.

### Prediction of target genes of miRNAs

Target genes of each miRNAs were predicted by miRTarBase (http://mirtarbase.mbc.nctu.edu.tw/php/index.php). Potential target genes that were examined by at least two evidence were listed.

### NK-EVs uptake assay

NK-EVs were labeled with PKH67 by using PKH67 Green Fluorescent Cell Linker Kit for General Cell Membrane Labeling (Sigma). NK-EVs or the same volume of PBS were incubated with 2 μM PKH67 for 5 min at room temperature and then washed with PBS three times on an Amicon Ultra 0.5 ml Centrifugal Filters. Labeled NK-EVs were resuspended with PBS. K562 cells were incubated with PKH67-labeled NK-EVs for 3, 6, or 24 h at 37 or 4 °C. In order to identify the pathway by which NK-EVs uptake occurs, K562 cells and Jurkat cells were preincubated with 75 μM EIPA (Sigma) diluted with DMSO or the same concentration of DMSO as vehicle control 30 min before incubation with PKH67-labeled NK-EVs to block macropinocytosis. PKH67^+^ cells were measured using a FACS Canto II flow cytometer. Viable (PI^−^) cells were gated to determine PKH67 expression.

### Confocal microscopy analysis

NK-EVs were labeled with PKH67 as described above. K562 cells were incubated with 5 μg of PKH67-labeled NK-EVs for 24 h at 37 °C. Cells were washed with PBS and prepared using a Cytospin 4 cytocentrifuge (Thermo Fisher Scientific). Cells were then fixed with 4% paraformaldehyde, and their nuclei were stained with DAPI (Thermo Fisher Scientific). After washing with PBS, cells were mounted with Fluoromount-G (Thermo Fisher Scientific) and images were obtained by an LSM880 microscope (Zeiss) equipped with ×63/1.4 oil objective.

### Statistical analysis

Unless otherwise stated, data are shown as means + SEM and were compared using two-tailed Student’s *t*-test. A value of *P* < 0.05 was taken to indicate statistical significance. Statistical analyses were performed using GraphPad Prism (GraphPad Software, USA).

## Results

### EVs derived from NK-92 cells possess cytotoxic activity

We harvested the supernatant of NK-92 cells and isolated EVs by ultracentrifugation (see “Methods”). Using NTA, we confirmed that we successfully isolated NK-EVs of a size typical for exosomes [4, 6]: the average size (mode) of isolated NK-EVs from three tracings was 148.2 nm (Fig. 1A). Moreover, examination of isolated NK-EVs and whole-cell lysates from NK-92 cells by western blotting confirmed that CD81 and CD63, well known exosome markers, were enriched in the NK-EVs (Fig. 1B). Although β-actin was expressed by both NK-EVs and whole-cell lysates (Fig. 1B), cytochrome *c* and α-tubulin, which are highly enriched in cytoplasm, were at most minimally expressed by the NK-EVs (Fig. 1B). Thus, our cells and their derivative NK-EVs were distinctive in their composition, consistent with the characteristics of EVs reported previously [4, 33, 34].

**Fig. 1:**
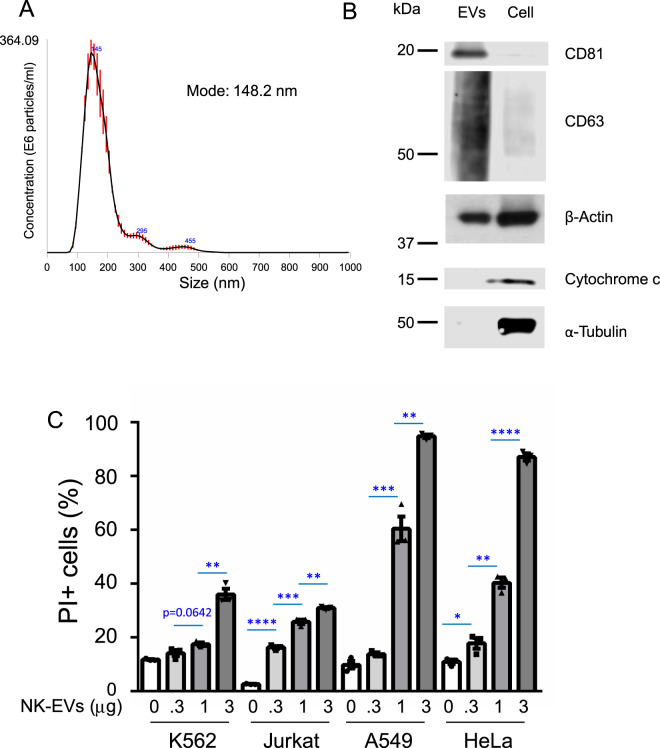
EVs derived from NK-92 cells possess cytotoxic activity. **A** The size distribution of NK-EVs was analyzed by nanoparticle tracking analysis (NTA). The data shown are merged data from three individual tracings. **B** Lysates of NK-EVs and cells were immunoblotted with antibodies to CD81, CD63, β-actin, cytochrome *c*, or α-tubulin. **C** CFSE-labeled K562 cells or Jurkat cells (2 × 10^4^) were cultured with 0, 0.3, 1, or 3 μg of NK-EVs for 24 h. CFSE-labeled A549 cells or HeLa cells (1 × 10^4^ cells) were seeded overnight and then cultured with 0, 0.3, 1, or 3 μg of NK-EVs for 24 h. The graphs represent the means + SEM of percentages of CFSE^+^/ PI^+^ cells. Data are shown as means + SEM of three samples. All data shown are representative of three independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

To assess the biological properties of isolated NK-EVs, we measured cytolytic activity against K562, Jurkat, A549, and HeLa cell lines, which are derived from patients with chronic myelogenous leukemia, acute T cell leukemia, lung carcinoma, and adenocarcinoma of the cervix, respectively. We found that the NK-EVs possessed cytotoxic activity against each of these cell lines in a dose-dependent manner, with greater killing of the A549 and HeLa cells than of K562 and Jurkat cells (Fig. 1C) (Supplementary Fig. 1 shows a representative result, with multiple experiments summarized in Fig. 1C).

### NK-EVs are incorporated into target cells via macropinocytosis

We next confirmed that NK-EVs were indeed taken up by recipient cells by incubating K562 cells with PKH67-labeled NK-EVs at 37 °C for 3, 6, or 24 h and then examining PKH67^+^ cells by flow cytometry. NK-EVs were gradually taken up by recipient cells, with most cells PKH67^+^ 24 h after incubation (Fig. 2A). We confirmed that PKH67-labeled NK-EVs were taken up by recipient K562 cells, as assessed at 24 h by confocal microscopy (Fig. 2B). To further investigate the pathway of NK-EVs-uptake by recipient cells, we incubated K562 cells with PKH67-labeled NK-EVs and found that NK-EVs were taken up by recipient cells at 37 °C but not at 4 °C (Fig. 2C). Since endocytosis is blocked at 4 °C [35, 36], we hypothesized that NK-EV uptake was occurring via an endocytic process. Indeed, when we incubated K562 cells with PKH67-labeled NK-EVs with ethylisopropylamiloride (EIPA), a specific macropinocytosis inhibitor, the percentage of cells that took up NK-EVs was significantly reduced (Fig. 2D). We also tested Jurkat cells and found that the percentage of these cells that took up NK-EVs was also significantly reduced by treatment with EIPA (Supplementary Fig. 2). These results indicate that NK-EVs are incorporated into target cells via macropinocytosis.

**Fig. 2:**
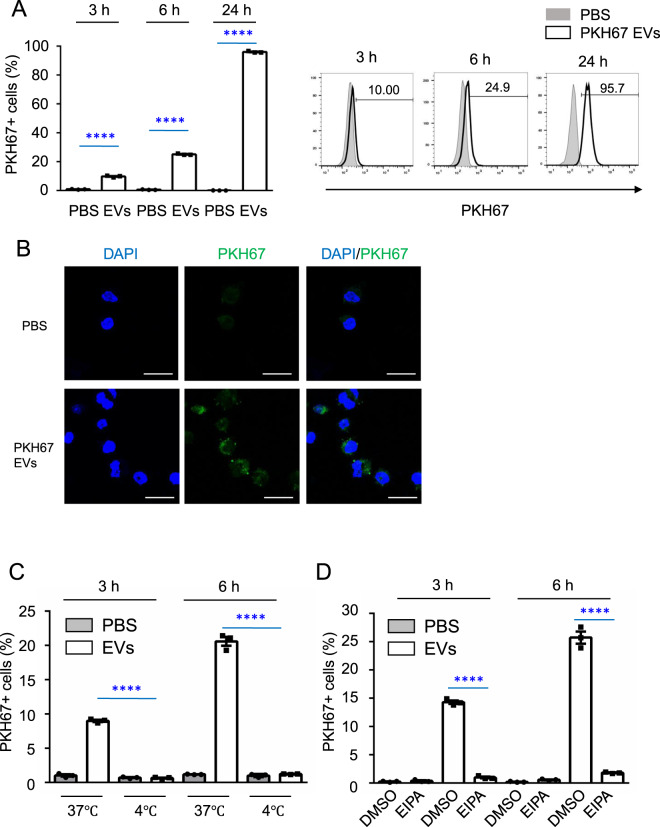
EVs derived from NK-92 cells are taken up by recipient cells via macropinocytosis. **A** K562 cells were incubated with PBS or 5 μg of PKH67-labeled NK-EVs for 3, 6, or 24 h at 37 °C. The percentage of PKH67^+^ K562 cells was determined by flow cytometry. The graphs represent the means + SEM of the percentage of PKH67^+^ K562 cells. Numbers indicate the percentage of PKH67^+^ cells. **B** K562 cells were incubated with PBS or 5 μg of PKH67-labeled NK-EVs for 24 h at 37 °C. Nuclei were stained with DAPI (scale bars, 20 μm). **C** K562 cells were incubated with PBS or 5 μg of PKH67-labeled NK-EVs for 3 or 6 h at 37 or 4 °C. The percentage of PKH67^+^ K562 cells were analyzed by flow cytometry. Viablility of cells was approximately 95% after incubation for 3 or 6 h at 4 °C. The graphs show the means + SEM of the percentage of PKH67^+^ K562 cells. **D** K562 cells were preincubated with DMSO or 75 μM EIPA for 30 min. Cells were then incubated with PBS or 5 μg of PKH67-labeled NK-EVs for 3 or 6 h. The percentage of PKH67^+^ K562 cells were analyzed by flow cytometry. The graphs represent the means + SEM of the percentage of PKH67^+^ K562 cells. Cell cultures were performed in triplicate. All data shown are representative of three independent experiments. ****P < 0.0001.

### Treatment with IL-15 + IL-21 enhances the cytotoxic activity of NK-EVs

We next investigated the effect of the cytokines, IL-15 and IL-21, on the cytotoxic activity of NK-EVs. IL-15 is well known to activate NK cells and enhance their cytotoxic activity, and IL-21 is another γ_c_ family cytokine known to affect the cytolytic activity and the survival of these cells [21–23, 37]. NK-92 cells were cultured with no cytokine, IL-15, IL-21, or IL-15 + IL-21 for 5 days, EVs were isolated from the culture supernatants, and then they, along with PBS as a control, were analyzed for cytotoxic activity against K562 cells. EVs from untreated NK-92 cells as compared to PBS increased killing of K562 cells (Fig. 3A). IL-15 further enhanced killing whereas IL-21 did not, but the combination of IL-15 + IL-21 showed greater cytotoxic activity (Fig. 3A). We also examined the cytotoxic activity mediated by NK-92 cells cultured with no cytokine, IL-15, IL-21, or IL-15 + IL-21 against K562 target cells in co-culture experiments and unexpectedly found that the trend was different, with IL-21 stimulation inducing the highest level of killing (Fig. 3B). To further investigate the effect of cytokine stimulation of these cells, we next used quantitative RT-PCR (qRT-PCR) to examine expression of mRNAs in NK-92 cells encoding proteins related to cytotoxic activity, including granzyme A (*GZMA*), granzyme B (*GZMB*), granzyme H (*GZMH*), perforin (*PRF1*), granulysin (*GNLY*), Fas ligand (*FASLG*), and TRAIL (*TNFSF10*). Of these, only *GZMB* was highly induced by cytokine stimulation (Fig. 3C). The trend of the relative expression levels of *GZMB* was consistent with the trend of cytotoxic activity mediated by NK-92 cells: IL-21 induce more cytotoxic activity by NK-92 cells and more *GZMB* expression as compared to other cytokine conditions (Fig. 3B, C). To assess the levels of GZMB protein, we next performed western blotting in both NK-EVs and NK-92 cells not stimulated or stimulated with IL-15, IL-21, IL-15 + IL-21 (Fig. 3D). Interestingly, the expression levels of GZMB were different between NK-EVs and NK-92 cells. GZMB was reproducibly more highly enriched in NK-EVs from cells treated with IL-15 + IL-21 as compared to other cytokine conditions, consistent with the enhanced cytotoxic activity of NK-EVs by IL-15 + IL-21. In contrast, GZMB was enriched in NK-92 cells treated with IL-21 as compared to other cytokine conditions, consistent with the enhanced cytotoxic activity mediated by NK-92 cells (Fig. 3B) and enhanced *GZMB* expression by IL-21 (Fig. 3C). Because GZMB is a major cytotoxic molecule that can induce apoptosis of target cells [38–40], these results suggested that it was a rational candidate for explaining the enhanced cytotoxic activity of NK-EVs from cells treated with IL-15 + IL-21.

**Fig. 3:**
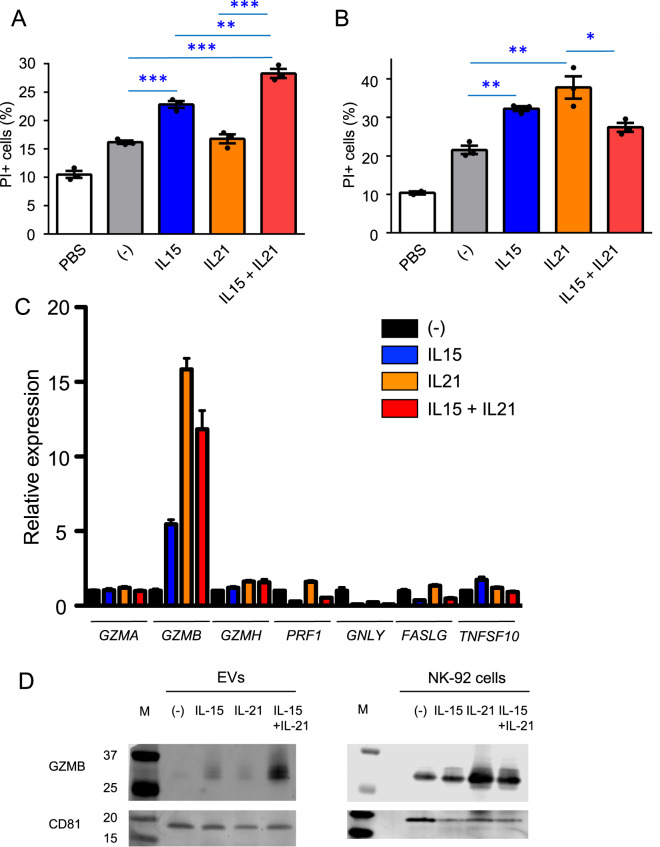
Stimulation with IL-15 plus IL-21 enhances cytotoxic activity of NK-EVs. **A** CFSE-labeled K562 cells (2 × 10^4^) were cultured with PBS or 3 μg of NK-EVs from cells cultured with no cytokine, IL-15, IL-21, or IL-15 + IL-21 for 12 h. The graph represents the means + SEM of percentages of CFSE^+^/PI^+^ K562 cells. Data are shown as means + SEM of three samples. **B** CFSE-labeled K562 cells (5 × 10^3^) were co-cultured with NK-92 cells (5 × 10^4^) cultured with no cytokine, IL-15, IL-21, or IL-15 + IL-21 for 4 h. The graph represents the means + SEM of percentages of CFSE^+^/PI^+^ K562 cells. Data are shown as means + SEM of three samples. **C** qRT-PCR was performed with RNA from NK-92 cells cultured with no cytokine, IL-15, IL-21, or IL-15 + IL-21 for 5 days. Data are shown as means + SEM of three samples. **D** Lysates of NK-EVs and NK-92 cells cultured with no cytokine, IL-15, IL-21, or IL-15 + IL-21 for 5 days were immunoblotted with anti-granzyme B and CD81 (loading control) Ab. M, protein marker. All data shown are representative of three independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001.

### Treatment with cytokines alters the miRNA profiles in NK-EVs

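NK-92 is a human NK cell line, and the EVs it releases (NK-EVs) carry small RNA. Small RNA was sequenced from NK-EVs and from NK-92 cells cultured without cytokine, with IL-15 or IL-21 alone, or with both cytokines (IL-15 + IL-21), each at 50 ng/ml, for 3 days in a first medium and 2 days in a second. Each condition had 3 replicates, which gave 12 NK-EV libraries and 12 NK-92 cell libraries. The paper calls them triplicates and does not say for small RNA-seq whether they came from separate cultures, so that p-values measure only the spread between these libraries, which may be technical. A supplementary qPCR table lists NK1, NK2 and NK3 as biological replicates, and the libraries carry these names too, without a statement that they are the same cultures. The paper names Direct-zol RNA Kits for the RNA, and the sample labels name TRIzol LS with 2-propanol. Libraries were made with barcoded 3' adapters and sequenced on an Illumina HiSeq3000 machine. The submitters' processing notes name CASAVA and the GRCh37 (hg19) build, and the tool that assigned reads to miRNAs is not given in the sources used here. The authors deposited the reads per miRNA and the frequency, which the paper defines as the occurrences of a miRNA out of the total sequenced reads in that library, and whose denominator was slightly above the sum of the reads listed in each library. Each table had 1451 complete rows, of which 1087 were human miRNAs, 40 were miRNAs of Epstein-Barr virus and 324 were miRNAs of other viruses. A row is an arm of a hairpin at a locus, and 6.86% of the read values were not whole because reads were divided between loci.
The NK-EV libraries were shallow. The reads listed per library were 10489, 1893 and 9067 with no cytokine, 23047, 19560 and 41391 with IL-15, 18366, 10023 and 5589 with IL-21, and 87990, 81698 and 76443 with IL-15 + IL-21. The NK-92 cell libraries held 807694 to 8639697 reads. The number of human miRNAs with at least 1 read ranged from 147 to 318 (median 275) with no cytokine, from 260 to 364 (median 284) with IL-15, from 188 to 345 (median 266) with IL-21, and from 298 to 427 (median 365) with IL-15 + IL-21. A count of 0 allows a frequency of up to 0.159% in the shallowest NK-EV library (3 reads, counting error only). Read counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test on TMM-scaled libraries, with all 4 NK-EV conditions in one fit and Benjamini-Hochberg adjustment, and an adjusted p under 0.05 is called. After the filter on low counts 193 miRNAs were tested in NK-EVs. Frequencies of single miRNAs were compared by exact permutation tests. Because frequencies are shares, a miRNA that takes more of a library lowers the share of the others.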

Because miRNAs in EVs are known to mediate effects on target cells, we next performed small RNA-seq to examine the expression profiles of miRNAs in NK-EVs derived from NK-92 cells treated with no cytokine, IL-15, IL-21, or IL-15 + IL-21. The principal component analysis (PCA) plot and the heat map revealed that cytokine stimulation altered the miRNA profiles in NK-EVs (Fig. 4A, B and Supplementary Table 1). In addition, NK-EVs from NK-92 cells treated with IL-15 and IL-15 + IL-21 showed more similar expression patterns than NK-EVs from NK-92 cells treated with either no cytokine or IL-21 (Fig. 4A).

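Relative to no cytokine, edgeR without a block for the replicate number called 3 miRNAs higher in IL-15 + IL-21 NK-EVs and none lower. On simulated data this comparison recovered only 1 of 20 changes by 4 times. Every IL-15 + IL-21 library was also deeper than every other NK-EV library. miR-222, which represses the cell cycle inhibitor CDKN1B, rose from a frequency of 0.727% ± 0.142 to 1.69% ± 0.148 (SD, n = 3 per condition). BART13 and BART12 are miRNAs of Epstein-Barr virus, which NK-92 cells carry. BART13 rose from 0.207% ± 0.10 to 0.760% ± 0.106, and BART12 rose from 0.063% ± 0.015 to 0.317% ± 0.050 (SD, n = 3). The BART12 frequency with no cytokine is below the 0.1585% that 3 reads make in no-cytokine replicate 2, which held 1893 reads. It therefore rests on few reads, and the size of the BART12 rise is uncertain. IL-15 alone raised BART13, miR-222 and miR-181a, a regulator of lymphocyte development that is listed at both of its loci. With IL-15 + IL-21 the log2 fold changes over no cytokine were 2.32 for BART12 (SE 0.37, adjusted p = 0.0087 from edgeR's quasi-likelihood test), 2.00 for BART13 (SE 0.30, adjusted p = 0.0087) and 1.25 for miR-222 (SE 0.25, adjusted p = 0.0288). With IL-15 they were 1.64 for BART13 (SE 0.30, adjusted p = 0.0364), 1.39 for miR-181a at its first locus (SE 0.28, adjusted p = 0.0364) and 1.13 for miR-222 (SE 0.24, adjusted p = 0.0433 from edgeR). IL-21 alone gave 0 calls by edgeR, with 8 miRNAs at an unadjusted p under 0.05, against 1 call by DESeq2 and 0 by limma. Over all 4 conditions the edgeR F-test called 6 miRNAs, BART12, BART13, miR-222, miR-181b and both loci of miR-181a, each at an adjusted p of 0.0432. Of 100 splits of the NK-EV libraries, the real one included, 7 gave at least as many calls and the highest other gave 55. Chance can therefore not be excluded for this count. DESeq2 called 28 miRNAs over all conditions, 14 with IL-15 (8 higher, 6 lower) and 13 with IL-15 + IL-21 (8 higher, 5 lower), and edgeR with the replicate number as a block called 1 over all conditions, 1 with IL-15 (BART13, with miR-222 and miR-181a at an adjusted p of 0.0575) and 20 with IL-15 + IL-21 (9 higher, among them BART12, BART13, miR-222 and miR-155, and 11 lower, among them miR-302a-5p, miR-20b and miR-18b). Without 1 NK-EV library edgeR called 0 to 6 over all conditions (3 without IL-15 replicate 1, and 0 without no-cytokine replicates 2 or 3, IL-15 replicates 2 or 3, IL-21 replicates 1 or 2, or any IL-15 + IL-21 replicate), 0 to 7 with IL-15 (0 without no-cytokine replicates 2 or 3, IL-15 replicates 2 or 3, or IL-15 + IL-21 replicates 1 or 3, 2 without IL-15 replicate 1 or IL-15 + IL-21 replicate 2, and 7 without IL-21 replicate 3) and 0 to 10 with IL-15 + IL-21 (0 without its replicates 2 or 3, 1 without its replicate 1, 5 and 7 without IL-21 replicates 2 and 3, and 10 without no-cytokine replicate 1).
In the fixed lists few members were called. Of 29 BART miRNAs tested, 2 were higher with IL-15 + IL-21 and none was lower (3 higher when adjusted over the list alone, and 4 higher with the replicate number as a block), and 25 had a log2 fold change above 0. The set test camera gave an adjusted p of 1.29e-06 for this list with a preset correlation, and an adjusted p = 0.542 with an estimated correlation. Of 7 cytokine- and NF-κB-induced miRNAs, 1 was higher (4 when adjusted over the list alone, and 3 with the block). This list had a camera adjusted p of 1.94e-04, and an adjusted p = 0.403 with an estimated correlation. Its other members included miR-155, an activation-induced miRNA of lymphocytes, at a log2 fold change of 1.19 (SE 0.35, adjusted p = 0.0926 from edgeR), and miR-21 at 1.03 (SE 0.54, adjusted p = 0.343 from edgeR). Of 5 miR-181 family members none was called with IL-15 + IL-21 over all miRNAs tested, and 4 were higher when adjusted over the list alone and 1 with the block (camera adjusted p = 0.0016, and adjusted p = 0.403 with an estimated correlation). With IL-15, 2 of the 5 were higher (4 when adjusted over the list alone, none with the block, camera adjusted p = 7.93e-06, and adjusted p = 0.278 with an estimated correlation).
NK-EV libraries also held miRNAs typical of other cell types, in amounts that differed between replicates. miRNAs of neural cells, such as miR-9 and miR-124, took 0.09% to 17.45% of the reads of an NK-EV library and 0.12% to 0.28% in NK-92 cells. miRNAs of pluripotent stem cells, of the miR-302 cluster, took 0.00% to 6.07% in NK-EVs. None of 6 pluripotent stem cell miRNAs was called with IL-15 + IL-21 over all miRNAs tested, and 6 were lower when adjusted over the list alone and 3 with the block (camera adjusted p = 1.53e-04, and adjusted p = 0.403 with an estimated correlation). Of 15 neural miRNAs none was called, none was lower over the list alone and 2 were lower with the block (camera adjusted p = 0.0326, and adjusted p = 0.889 with an estimated correlation). These 2 lists were written after their miRNAs had been seen in Supplementary Table 1. Across the 53 miRNAs with a mean frequency above 0.5% in NK-EVs, the 4 conditions accounted for a share of 0.215 of the squared distances between libraries (exact permutation test over 15400 splits, one-sided, p = 0.622), and over the 25 miRNAs above 0.5% in every NK-EV library for 0.447 (p = 0.0244 by the same exact permutation test). This share was 0.296 over the 46 miRNAs with a mean frequency above 0.5% over the 24 libraries (exact permutation test, one-sided, p = 0.363). With the replicate number as a block, the mean of each number was subtracted first. Of the squared distances that remained over the 53 miRNAs, the conditions accounted for 0.463 (exact permutation test over 576 splits, one-sided, p = 0.0677). This value is a share of a smaller total and cannot be set beside 0.215. In a PCA of the NK-EV libraries over the 53 miRNAs, PC1 took 68.6% of the variance. Its largest loadings were those of the neural miRNA miR-9 at its loci (0.483, 0.482 and 0.481).

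**Figure D1:**
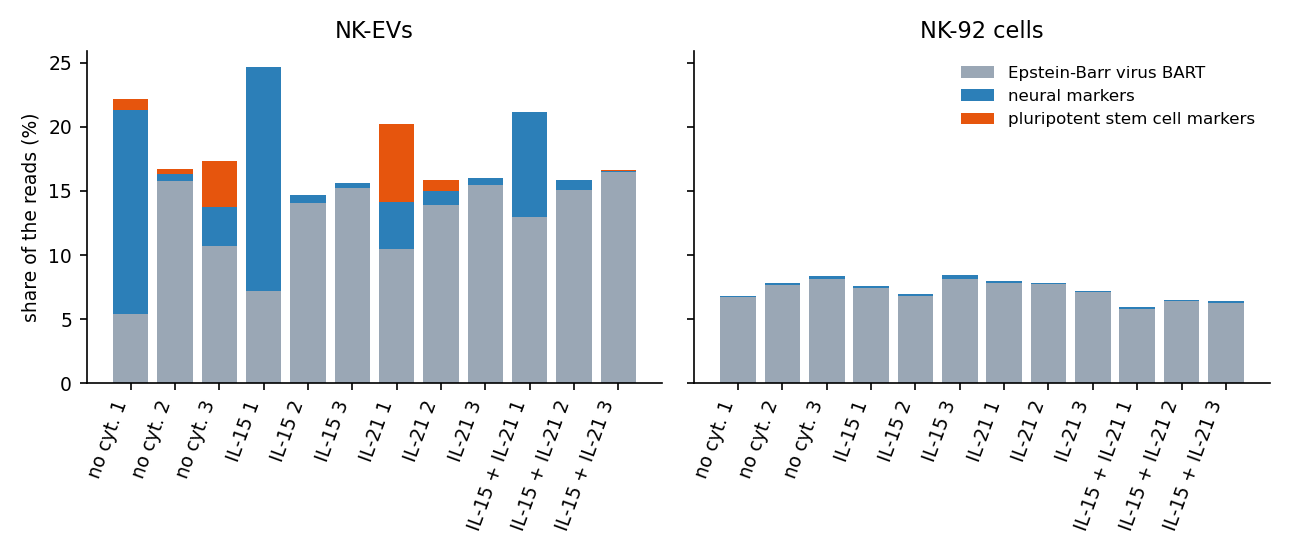
Share of the reads (%) taken by Epstein-Barr virus BART miRNAs, neural markers and pluripotent stem cell markers in each of the 12 NK-EV libraries (left) and 12 NK-92 cell libraries (right), as stacked bars from 0, with the condition and replicate number under each bar. The neural share is 17.45% in the first IL-15 NK-EV library and 0.09% in the third IL-15 + IL-21 one, and no cell library exceeds 0.28%.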

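miR-181a, whose family guides lymphocyte development, had higher mean frequencies in IL-15 and IL-15 + IL-21 NK-EVs than in the other conditions, and with IL-15 + IL-21 this was not called. At its first locus its frequency was 2.98% ± 0.646 with IL-15 and 2.58% ± 0.017 with IL-15 + IL-21, against 1.18% ± 0.219 with no cytokine and 1.60% ± 0.360 with IL-21 (SD, n = 3 per condition). The whole miR-181 family took 7.68% ± 1.5 and 6.83% ± 0.117 of the reads with IL-15 and IL-15 + IL-21, against 2.97% ± 0.676 with no cytokine and 3.89% ± 0.864 with IL-21. miRNAs of pluripotent stem cells had lower mean shares in the same 2 conditions, at 0.033% ± 0.012 with IL-15 and 0.047% ± 0.029 with IL-15 + IL-21, against 1.60% ± 1.71 with no cytokine and 2.30% ± 3.29 with IL-21. The IL-21 libraries differed among themselves, at 6.07%, 0.84% and 0.00%, the last below every IL-15 and IL-15 + IL-21 library. Between IL-15 + IL-21 and IL-15 NK-EVs edgeR's quasi-likelihood test called 0 miRNAs, with 5 at an unadjusted p under 0.05, and DESeq2 and limma also called 0. Between IL-15 + IL-21 and IL-21 NK-EVs edgeR called 0, with 26 at an unadjusted p under 0.05, limma called 0 and DESeq2 called 21 (9 higher, 12 lower). miR-181a at its first locus had a log2 fold change with IL-15 + IL-21 of 1.08 over no cytokine (SE 0.28, adjusted p = 0.0668 from edgeR) and 0.86 over IL-21 (SE 0.28, adjusted p = 0.139 from edgeR). miR-181b at its second locus had a log2 fold change of 1.59 over IL-21 (SE 0.37, adjusted p = 0.135 from edgeR), and miR-155 of 1.19 (SE 0.35, adjusted p = 0.139 from edgeR). Over the 53 miRNAs with a mean frequency above 0.5%, IL-15 + IL-21 NK-EVs lay at a mean Euclidean distance of 2.10 from IL-15 NK-EVs, 2.23 from IL-21 NK-EVs and 2.75 from NK-EVs with no cytokine, on log10(frequency + 0.0001). Their distance to IL-15 minus that to the other conditions was -0.389, and an exact one-sided permutation test over the 84 ways to choose 3 of the 9 other libraries gave p = 0.167. The p was 0.0476 over the 46 miRNAs with a mean frequency above 0.5% in all 24 libraries (difference -0.582), 0.0476 without the miRNAs of other cell types (difference -0.657) and 0.0357 without IL-15 replicate 1 (difference -0.783, 28 choices). It was 0.0370 with the replicate number as a block (difference -0.633 after the mean of each number was subtracted, 27 choices). Over the 25 miRNAs above 0.5% in every NK-EV library it was 0.0357, and with each miRNA scaled to unit variance 0.0476. Over all alternatives it ranged from 0.0357 to 0.357.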

**Fig. 4:**
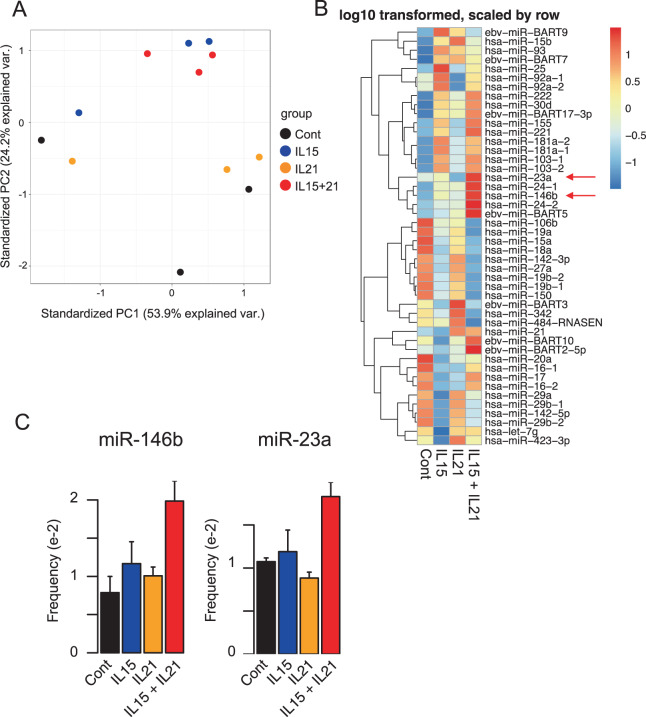
Distinct expression patterns of miRNAs were exhibited in response to different cytokine stimulations. **A** Principal component analysis of small RNA-seq data from NK-EVs and NK-92 cells stimulated with IL-15, IL-21, IL-15 + IL-21, or without any cytokines. Small RNA-seq were performed in triplicate. **B** Heat map of differentially expressed miRNAs in NK-EVs derived from NK-92 cells stimulated with IL-15, IL-21, IL-15 + IL-21, or without any cytokines. All microRNAs with frequency greater than 0.005 (accounting for more than 0.5% of total sequenced reads) were selected and shown. **C** The frequency of miR-146b and miR-23a in NK-EVs stimulated with IL-15, IL-21, IL-15 + IL-21, or without any cytokines. Data are shown as means + SEM of triplicates.

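NK-EVs and NK-92 cells held different miRNA profiles, which the first principal component of all libraries separated. In a PCA of the 24 libraries over 46 miRNAs with a mean frequency above 0.5%, PC1 took 75.1% of the variance and PC2 11.9%. On PC1 every NK-EV library lay at 0.91 or higher and every NK-92 cell library at -1.29 or lower. BART17-3p of Epstein-Barr virus (loading 0.293) and miR-423-3p (0.279) lay on the NK-EV side, and miR-142-5p, a miRNA specific to blood cells (loading -0.269), and miR-27a (-0.241) lay on the cell side. With the 12 NK-EV libraries alone and the same 46 miRNAs, PC1 took 53.9% and PC2 24.2% of the variance, which match the shares printed in Fig. 4A. PC1 set miR-29b (loadings 0.292 and 0.273 for its 2 loci) and miR-142-3p (0.232) against miR-19b and miR-19a of the miR-17~92 and miR-106a clusters (-0.275 and -0.271 for the 2 loci of miR-19b and -0.245 for miR-19a). The NK-EV libraries numbered 1 had PC1 scores of -1.78 with no cytokine, -1.27 with IL-15, -1.36 with IL-21 and -0.34 with IL-15 + IL-21, and these 4 libraries held 15.93%, 17.45%, 3.65% and 8.13% of their reads in neural miRNAs. miR-19b at its first locus had a frequency of 2.18%, 1.41%, 2.32% and 0.68% in them, and its frequency in the other 8 NK-EV libraries ran from 0.29% to 1.63%. PC2 of the NK-EV libraries set miR-142-5p (loading 0.287) and miR-29b (0.239 at its first locus) against miR-181a (-0.259 and -0.258 at its 2 loci), miR-146b (-0.231) and miR-155 (-0.225), and every IL-15 and IL-15 + IL-21 library had a PC2 score below 0 while every library with no cytokine or IL-21 had a score above 0.

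**Figure D2:**
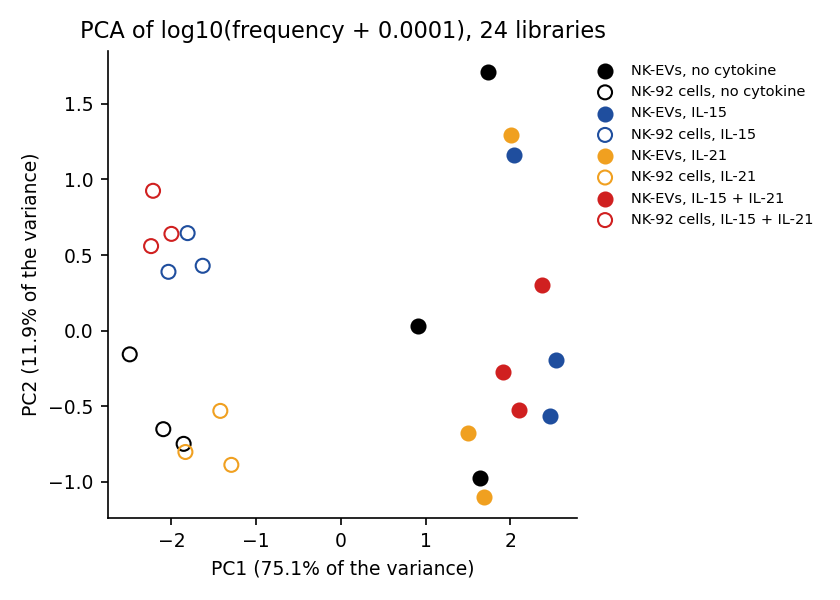
PCA of log10(frequency + 0.0001) over 46 miRNAs, with PC1 (75.1% of the variance) on the x axis and PC2 (11.9%) on the y axis. Each point is a library, filled for NK-EVs and open for NK-92 cells and coloured by condition, and all NK-EV libraries lie at 0.91 or higher on PC1.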

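miR-92a, of the growth-promoting miR-17~92 cluster and its paralogous cluster miR-106a, was as a mean over the 12 NK-EV libraries the most frequent miRNA of NK-EVs, at 7.45% at its first locus and 6.52% at its second, between which reads cannot be told apart. By locus, with the reads of a miRNA of 2 loci divided between them, it was followed by miR-21, a miRNA induced by STAT3, at 4.79% (above either locus of miR-92a in IL-21 replicates 2 and 3 and IL-15 + IL-21 replicate 2), the lymphocyte miRNA miR-342 at 2.81%, miR-29a at 2.79%, miR-93 at 2.25%, miR-155 at 2.17%, miR-484 at 2.13% and miR-181a at 2.09% and 2.08% at its loci. The most frequent viral miRNAs were BART9 at 1.64%, BART7 at 1.48% and BART17-3p at 1.25%. As groups, the miR-17~92 cluster took 13.7% ± 2.42 of the reads of an NK-EV library, BART miRNAs took 12.7% ± 3.56 and the lymphocyte list took 20.1% ± 6.04 (SD, n = 12), while neural miRNAs took 4.35% ± 6.20. A mean frequency above 0.5% over the 12 NK-EV libraries was found for 53 miRNAs, of which 44 were human and 9 were of Epstein-Barr virus, and these held 74.7% of the reads (63.8% to 81.4% per library). Above 0.5% in every NK-EV library were 25 miRNAs, and above it in at least 1 NK-EV library were 97. The 46 miRNAs drawn in Fig. 4B were those with a mean frequency above 0.5% over the 24 libraries of NK-EVs and NK-92 cells, of which 39 were human and 7 viral. Of these 46, 41 were also above 0.5% as a mean over the NK-EV libraries alone.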

Although many miRNAs were not detected in NK-EVs, several miRNAs, including miR-146b and miR-23a showed significant enrichment in NK-EVs treated with IL-15 + IL-21 as compared to other conditions (Fig. 4B, C). 

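miR-146b and miR-23a took a larger share of the reads in NK-EVs of NK-92 cells given IL-15 + IL-21 than in NK-EVs of the other conditions. miR-146b, a miRNA induced by NF-κB that restrains its signaling, had a mean frequency of 1.99% ± 0.458 with IL-15 + IL-21 (SD, n = 3; SEM 0.264), against 0.787% ± 0.369 with no cytokine, 1.17% ± 0.499 with IL-15 and 1.01% ± 0.202 with IL-21. miR-23a, of the miR-23a27a24-2 cluster, had 1.83% ± 0.289 (SEM 0.167), against 1.07% ± 0.075, 1.19% ± 0.433 and 0.883% ± 0.119. The means with IL-15 + IL-21 were 2.01 times the mean of the other 9 libraries for miR-146b and 1.74 times for miR-23a. For each miRNA, 8 of the 9 other libraries lay below every IL-15 + IL-21 library. An exact two-sided permutation test of 3 libraries against 9 gave p = 0.0091 for each miRNA, where 0.0045 is the smallest p that the 220 choices allow. This p was not adjusted, and the test exchanged libraries without regard to the replicate number. The paper named both miRNAs from these same libraries, and the p does not allow for that choice among many miRNAs. Against single conditions the ratios for miR-146b were 2.53 to no cytokine, 1.70 to IL-15 and 1.97 to IL-21, and for miR-23a 1.70, 1.54 and 2.07. For both miRNAs the exact two-sided permutation p was 0.10 against no cytokine and IL-21, the smallest that 3 libraries against 3 allow, and 0.20 against IL-15. On the read counts, miR-146b had a log2 fold change of 1.08 over the mean of the other conditions (SE 0.29, adjusted p = 0.133 from edgeR's quasi-likelihood test, unadjusted p = 0.0041) and miR-23a of 0.84 (SE 0.24, adjusted p = 0.141, unadjusted p = 0.0056). In this comparison edgeR called 0 miRNAs, with 25 at an unadjusted p under 0.05, limma called 0 and DESeq2 called 17 (8 higher, 9 lower). With the replicate number as a block edgeR called BART12 and BART13, both higher (adjusted p = 0.0372 each). Adjusted p-values with this block were 0.0689 for miR-146b and 0.0934 for miR-23a. Without the block BART12 had the smallest p, at a log2 fold change of 1.34 (SE 0.26, adjusted p = 0.0822 from edgeR), and miR-222 had one of 0.72 (SE 0.19, adjusted p = 0.133 from edgeR). Of the 7 cytokine- and NF-κB-induced miRNAs all had a log2 fold change above 0 and 4 were higher when adjusted over the list alone (camera adjusted p = 4.40e-04, and adjusted p = 0.542 with an estimated correlation). Of the 29 BART miRNAs 27 had one above 0 and 3 were higher when adjusted over the list alone (camera adjusted p = 1.01e-07, and adjusted p = 0.542 with an estimated correlation). DESeq2 called both named miRNAs, miR-146b at a log2 fold change of 0.93 (adjusted p = 0.0142) and miR-23a at 0.65 (adjusted p = 0.0474), and over all alternatives the adjusted p ran from 0.0142 to 0.789 for miR-146b and from 0.0250 to 0.789 for miR-23a. Reads ran from 23 to 1883 per NK-EV library for miR-146b and from 20 to 1606 for miR-23a. Of the 1087 human miRNAs listed, 601 had a read in at least 1 NK-EV library and 110 in every one, against 966 and 392 in NK-92 cells. With a read in the cells but in no NK-EV library were 378 human miRNAs. For 6 of these the share of all cell reads, pooled over the libraries, was above 0.00078%. This is the limit that 0 of the 385475 pooled NK-EV reads allows (3 reads). The others were not detectable at this depth. The paper then lists target genes of these miRNAs, among them STAT3, HES1 and genes of NF-κB signaling, and raises as a possibility, which it leaves to further studies, that miRNAs enriched by cytokines contribute to the cytotoxic activity of NK-EVs.

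**Figure D3:**
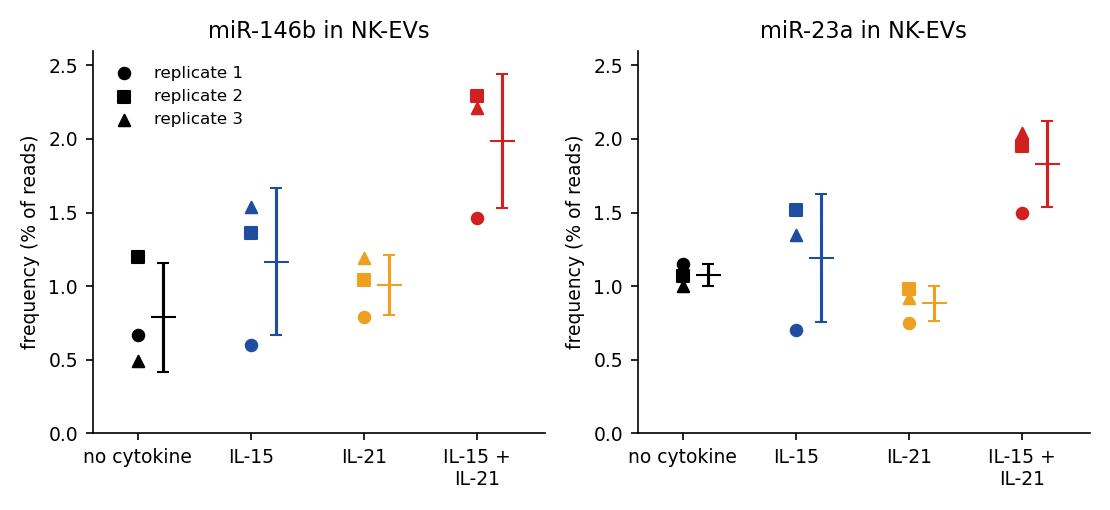
Frequency of miR-146b (left) and miR-23a (right) in NK-EVs, in % of the reads, by condition. Each point is a library, with the marker showing its replicate number, and the bar beside the points is the mean ± SD (n = 3). The IL-15 + IL-21 libraries lie between 1.46% and 2.29% for miR-146b and between 1.5% and 2.04% for miR-23a.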

The target genes of these miRNAs, listed from miRTarBase (http://mirtarbase.mbc.nctu.edu.tw/php/index.php), include genes that have oncogenic roles in cancer (Supplementary Table 2). Among them, several genes that promote tumorigenesis in cancer cells, including STAT3, HES1, and genes related to NF-κB signaling could be targeted by miR-23a and miR-146b. 

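The reads of miR-146b and miR-23a in NK-EVs came almost only from 1 arm of each hairpin, the one listed under these names in the deposited table. The other arm of the miR-146b hairpin, miR-146b*, had a mean frequency of 0.040% ± 0.000 with IL-15 + IL-21 and 0.042% ± 0.025 in the other conditions (SD, n = 3 and n = 9), with 0 to 34 reads per NK-EV library. miR-23a* had 0 to 4 reads per NK-EV library. The hairpin of MIR146B in GENCODE release 29 has 73 nucleotides with 56.2% GC, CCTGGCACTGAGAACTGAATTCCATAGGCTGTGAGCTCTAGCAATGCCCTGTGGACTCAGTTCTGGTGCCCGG. That of MIR23A has 73 nucleotides with 57.5% GC, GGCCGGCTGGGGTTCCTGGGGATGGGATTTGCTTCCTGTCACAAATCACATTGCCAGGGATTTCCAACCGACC. The other miRNAs of the miR-23a transcript were not called in NK-EVs. miR-24 at this locus had a frequency of 0.607% ± 0.084 with IL-15 + IL-21 and 0.453% ± 0.130 with no cytokine (SD, n = 3), a log2 fold change of 0.50 (SE 0.31, adjusted p = 0.413 from edgeR). miR-27a had 0.483% ± 0.095 and 0.840% ± 0.520, a log2 fold change of -0.68 (SE 0.45, adjusted p = 0.446 from edgeR). miR-146a, the paralog of miR-146b, and miR-23b, that of miR-23a, are near-identical in sequence to these and may share reads with them. Their log2 fold changes with IL-15 + IL-21 were -0.07 (SE 0.41, adjusted p = 0.990 from edgeR) and -0.84 (SE 1.15, adjusted p = 0.661 from edgeR).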

Taken together, small RNA-seq data revealed that expression profiles of miRNAs in NK-EVs were altered by cytokine stimulation, consistent with the possibility that miRNAs enriched by cytokine stimulation might contribute to cytotoxic activity of NK-EVs by regulating tumorigenesis in target cells.

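Without a block for the replicate number, most of the miRNA families of NK-EVs showed no called change with IL-15 + IL-21 relative to no cytokine. This does not show that the families were unchanged. On simulated data with NK-EV depths this comparison recovered 1 of 20 changes by 4 times and 0 of 20 by 2 times. None of the tested members of the miR-17~92 cluster (8 tested), the miR-106b~25 cluster (5), the miR-106a cluster (6), the miR-23a27a24-2 cluster (3), the miR-23b27b24-1 cluster (3), the let-7 family (9), the miR-29 family (4), the miR-15/16 family (4), the miR-30 family (5) and the miR-146 family (3) was called by edgeR's quasi-likelihood test over the 193 miRNAs, where 33 had an unadjusted p under 0.05. When adjusted over the list alone, 1 member was higher in the miR-17~92 cluster and 1 in the miR-146 family. Of miR-221 and miR-222, which share a seed, 1 was called and both were higher when adjusted over the list alone, with miR-221 at a log2 fold change of 0.88 (SE 0.25, adjusted p = 0.0829 from edgeR). Of 10 lymphocyte miRNAs none was called, and 3 were higher and 1 was lower when adjusted over the list alone. With the replicate number as a block, edgeR called 3 of the 6 miR-106a cluster members lower (miR-106a, miR-18b and miR-20b), miR-18a* of the miR-17~92 cluster and miR-146b of the miR-146 family higher, and of the lymphocyte miRNAs miR-155 higher and miR-150 lower. In the set test camera, run on 16 lists, the miR-106a cluster was lower (adjusted p = 0.0437, and adjusted p = 0.680 with an estimated correlation) with a median log2 fold change of -3.33. Its share of the reads was 8.64% ± 1.40 with no cytokine and 7.79% ± 0.725 with IL-15 + IL-21 (SD, n = 3). Its most frequent member, miR-92a-2, had a log2 fold change of 0.25 (SE 0.23). The rarer members had values below 0, such as -4.09 for miR-18b and -3.77 for miR-20b (SE 1.83 each). The other lists named here had camera adjusted p-values of 0.392 or higher. The miR-17~92, miR-23b27b24-1, miR-30 and lymphocyte lists had a median log2 fold change below 0 (-0.39, -0.52, -0.06 and -0.16) although camera gave their direction as up. With IL-21 alone, camera gave an adjusted p of 0.0013 for the BART miRNAs, of which 21 of 29 had a log2 fold change above 0, and 0.0264 for neural miRNAs, of which 0 of 15 had (adjusted p = 0.933 for each with an estimated correlation). The lists of other cell types besides the neural and pluripotent ones had no member with enough reads to test in NK-EVs. Their mean shares of the NK-EV reads were 0.035% for epithelial miRNAs, 0.033% for fibroblast, smooth muscle and endothelial ones, 0.028% for liver, 0.010% for muscle, 0.007% for the placental chromosome 19 cluster and 0.002% each for myeloid and erythroid miRNAs.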

### Treatment with cytokines alter the protein profiles in NK-EVs

We next used mass spectrometry to investigate the protein profiles of EVs from NK-92 cells treated with no cytokine, IL-15, IL-21, or IL-15 + IL-21. PCA revealed that cytokine stimulation altered the protein profiles of NK-EVs as compared to the no cytokine control condition (Fig. 5A and Supplementary Table 3). NK-EVs from cells stimulated with IL-21 and with IL-15 + IL-21 showed the most similar protein profiles, whereas NK-EVs from cells treated with IL-15 showed more of a difference (Fig. 5A). As expected, we observed both upregulated and down-regulated proteins when we compared NK-EVs with cytokine stimulation compared to control NK-EVs (Fig. 5B, C). We focused on NK-EVs stimulated with IL-15 + IL-21 because those NK-EVs showed the highest cytotoxic capacity in Fig. 3A. Approximately 80 proteins were enriched in NK-EVs from cells stimulated with cytokines as compared to control cells, and 28 proteins were down-regulated (Fig. 5B, C and Supplementary Fig. 3).

**Fig. 5:**
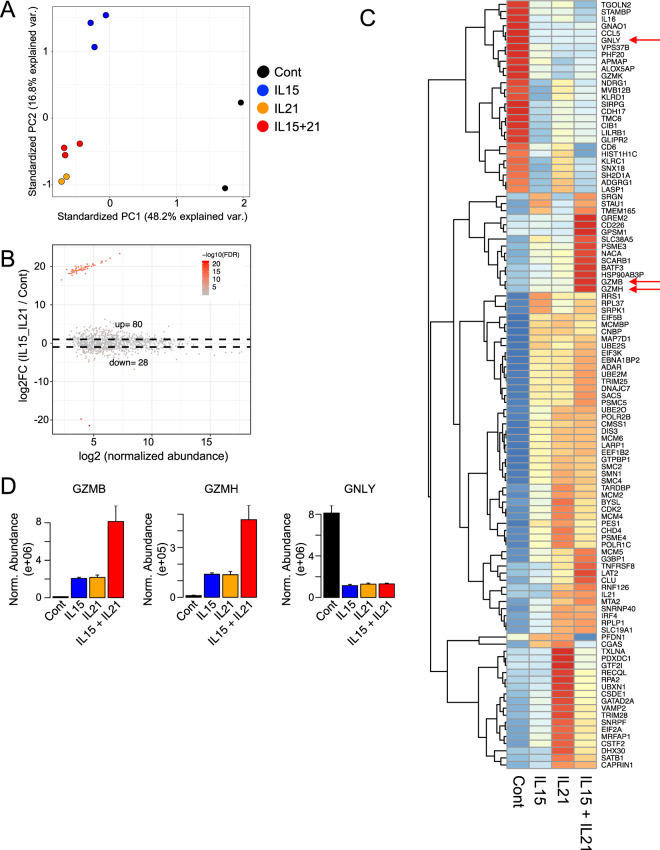
Mass spectrometry revealed protein profiles in NK-EVs. **A** Principal component analysis of mass spectrometry data of EVs derived from NK-92 cells stimulated with IL-15, IL-21, IL-15 + IL-21, or without any cytokines. Duplicate samples were analyzed for no cytokine (control) and IL-21 and triplicate samples for IL-15 and IL-15 + IL-21. **B** MA plot (plot of log-fold changes (*M* values) versus mean normalized expression (*A* values) of differentially expressed proteins in NK-EVs derived from NK-92 cells stimulated with IL-15 + IL-21 or without any cytokines. **C** Heat map of differentially expressed proteins based on FC > 2 and FDR < 0.05 in NK-EVs stimulated with IL-15, IL-21, IL-15 + IL-21, or without any cytokines. **D** The abundance of GZMB, GZMH, and GNLY in NK-EVs derived from NK-92 cells. Data are shown as means + SEM of triplicate or duplicate independent samples analyzed by mass spectrometry.

We also performed a GO analysis with the 80 proteins enriched by IL-15 + IL-21 stimulation to investigate the enriched pathway and function (Fig. 5C and Table 1). Interestingly, proteins related to DNA replication, cell cycle, ribonucleic protein complex, metabolic and catabolic pathway were enriched in NK-EVs derived from cells stimulated with IL-15 + IL-21, which suggests these proteins might affect cell processes in target cells (Table 1). Among cytotoxic molecules that directly induce apoptosis in target cells, only GZMB and GZMH were cooperatively induced by IL-15 + IL-21 (see red arrows in Fig. 5C, D and Table 1). Another cytotoxic molecule, GNLY, was not similarly induced (red arrow Fig. 5C, D), so not all cytotoxic molecules were enriched in NK-EVs by treatment with IL-15 + IL-21. These results indicate that the protein profiles in NK-EVs are vastly altered by different cytokine condition, which is assumed to affect the function of NK-EVs.

**Table 1:** Gene ontology analysis of upregulated proteins in EVs derived from NK-92 cells stimulated with IL-15 + IL-21.

Enrichment FDR	Genes in list	Total genes	Functional category	Genes
8.58E−07	8	93	DNA duplex unwinding	RECQL RPA2 MCM2 MCM6 MCM4 CHD4 DHX30 G3BP1
9.74E−07	8	103	DNA geometric change	RECQL RPA2 MCM2 MCM6 MCM4 CHD4 DHX30 G3BP1
2.94E−06	13	503	Ribonucleoprotein complex biogenesis	SRPK1 PES1 BYSL EBNA1BP2 RRS1 SNRPF ADAR SMN1 DIS3 DHX30 EIF3K EIF2A G3BP1
2.94E−06	11	325	DNA conformation change	RECQL PSME4 RPA2 SMC4 MCM2 MCM6 MCM4 CHD4 DHX30 G3BP1 SRPK1
4.44E−06	17	986	MRNA metabolic process	SRPK1 CSTF2 TARDBP SNRNP40 SNRPF SMN1 GTPBP1 ADAR CSDE1 LARP1 POLR2B PSME4 DIS3 PSMC5 PSME3 RPLP1 RPL37
5.85E−06	4	11	DNA unwinding involved in DNA replication	RPA2 MCM2 MCM6 MCM4
2.91E−05	18	1293	Chromosome organization	CHD4 MTA2 RECQL PSME4 RPA2 MCMBP SMC4 CDK2 MCM2 MCM6 MCM4 TRIM28 DHX30 IRF4 G3BP1 SATB1 RRS1 SRPK1
2.96E−05	5	41	DNA replication initiation	MCM2 MCM6 MCM5 MCM4 CDK2
3.24E−05	9	270	Ribonucleoprotein complex assembly	SRPK1 SNRPF ADAR SMN1 EIF3K DHX30 EIF2A G3BP1 RRS1
4.46E−05	9	284	Ribonucleoprotein complex subunit organization	SRPK1 SNRPF ADAR SMN1 EIF3K DHX30 EIF2A G3BP1 RRS1
5.50E−05	3	6	Granzyme-mediated apoptotic signaling pathway	GZMH GZMB SRGN
5.50E−05	22	2054	Negative regulation of gene expression	TARDBP TRIM28 MTA2 GATAD2A CDK2 BATF3 ADAR CNBP PSMC5 GTPBP1 CHD4 CAPRIN1 SATB1 CSDE1 LARP1 NACA POLR2B PSME4 DIS3 PSME3 RPLP1 RPL37
6.89E−05	7	156	DNA-dependent DNA replication	RPA2 MCMBP MCM2 MCM6 MCM5 MCM4 CDK2
0.000110948	8	244	Regulation of viral process	SRPK1 TARDBP TRIM25 TRIM28 ADAR STAU1 LARP1 POLR2B
0.00011331	10	431	MRNA catabolic process	TARDBP GTPBP1 CSDE1 LARP1 PSME4 DIS3 PSMC5 PSME3 RPLP1 RPL37
0.000121967	12	662	Posttranscriptional regulation of gene expression	TARDBP EIF5B ADAR CAPRIN1 EIF2A LARP1 EIF3K POLR2B PSME4 DIS3 PSMC5 PSME3
0.000193085	10	465	RNA catabolic process	DIS3 TARDBP GTPBP1 CSDE1 LARP1 PSME4 PSMC5 PSME3 RPLP1 RPL37
0.000193085	8	272	Regulation of symbiosis, encompassing mutualism through parasitism	SRPK1 TARDBP TRIM25 TRIM28 ADAR STAU1 LARP1 POLR2B
0.000345667	4	37	Positive regulation of viral genome replication	SRPK1 ADAR STAU1 LARP1
0.000370357	34	4923	Regulation of gene expression	PSMC5 SRPK1 TARDBP TNFRSF8 TRIM28 MTA2 GATAD2A CDK2 BATF3 IRF4 EIF5B ADAR CNBP UBE2O GTPBP1 CHD4 CAPRIN1 EIF2A LARP1 EIF3K GREM2 SATB1 GTF2I CSDE1 CLU TRIM25 NACA POLR2B PSME4 DIS3 PSME3 RPLP1 RPL37 POLR1C
0.000452642	7	223	Regulation of mRNA catabolic process	TARDBP GTPBP1 LARP1 PSME4 DIS3 PSMC5 PSME3
0.00064703	14	1093	DNA metabolic process	RECQL RPA2 MCMBP TRIM28 PSME4 MCM2 MCM6 MCM5 MCM4 CDK2 MTA2 POLR2B TRIM25 GATAD2A
0.000656406	13	951	Viral process	SRPK1 TARDBP TRIM25 TRIM28 ADAR SCARB1 STAU1 UBXN1 SATB1 LARP1 POLR2B RPLP1 RPL37
0.000777493	15	1276	Cellular macromolecule catabolic process	PSME4 DIS3 UBE2S CLU TARDBP PSME3 PSMC5 UBXN1 GTPBP1 CSDE1 TRIM25 LARP1 CDK2 RPLP1 RPL37
0.000854984	5	101	Anaphase-promoting complex-dependent catabolic process	UBE2S PSME4 PSMC5 CDK2 PSME3
0.000879296	8	358	Regulation of mRNA metabolic process	SRPK1 TARDBP GTPBP1 LARP1 PSME4 DIS3 PSMC5 PSME3
0.000879296	6	174	Regulation of viral life cycle	SRPK1 TRIM25 TRIM28 ADAR STAU1 LARP1
0.000879296	7	260	G1/S transition of mitotic cell cycle	CDK2 PSME3 RPA2 MCM2 MCM6 MCM5 MCM4
0.000879296	24	2980	Negative regulation of macromolecule metabolic process	TARDBP TRIM28 MTA2 GATAD2A CLU CDK2 BATF3 ADAR UBXN1 CNBP PSMC5 GTPBP1 CHD4 CAPRIN1 SATB1 CSDE1 LARP1 NACA POLR2B PSME4 DIS3 PSME3 RPLP1 RPL37
0.000879296	5	103	Regulation of viral genome replication	SRPK1 ADAR TRIM28 STAU1 LARP1

### GZMB did not contribute to the cytolytic activity of NK-EVs

To investigate the function of GZMB in NK-EVs, we generated *GZMB*-deficient (ΔGZMB) cells by using CRISPR-Cas9 technology with the gRNA targeting the exon 4 of *GZMB* (Supplementary Fig. 4A). This resulted in loss of a nucleotide, causing a frameshift and premature stop codon in the exon 4 (Supplementary Fig. 4B), which caused the loss of expression of *GZMB* mRNA, as confirmed by primer pairs that bind to exon 4/exon 5, downstream of the mutated site (Supplementary Fig. 4C). No mRNA was detected even 5′ to the mutation by primer pairs that bind to exon 2/exon 3, upstream of the mutated site (Supplementary Fig. 4C), suggesting that the mutation caused instability/degradation of *GZMB* mRNA [41, 42]. Correspondingly, no GZMB protein was detected either in the cells (Fig. 6A and Supplementary Fig. 4D) or in the NK-EVs from ΔGZMB cells (Fig. 6B and Supplementary Fig. 4E). Because *GZMH* shares high sequence identity of mRNA (~80%) with *GZMB*, we assessed whether *GZMH* was also disrupted in ΔGZMB cells by the same guide RNA used for targeting *GZMB* (Supplementary Fig. 5A–D). Indeed, the gRNA resulted in the loss of two nucleotides, causing a frameshift and premature stop codon in the exon 4 of *GZMH* (Supplementary Fig. 5B), profoundly decreased *GZMH* mRNA assessed with primer pairs for either exon 4/exon 5 or exon 1/exon 2, upstream of the mutated site (Supplementary Fig. 5C), and no detectable GZMH protein (Supplementary Fig. 5D).

**Fig. 6:**
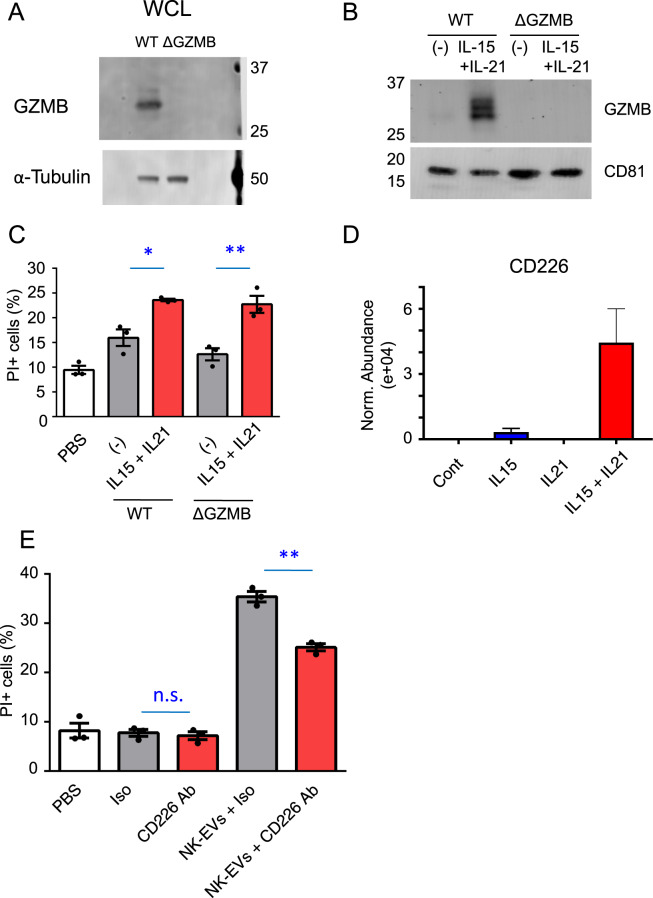
Blocking of CD226 inhibits the cytolytic activity of NK-EVs. **A** Whole-cell lysates (WCL) of NK-92 WT and ΔGZMB cells were immunoblotted with antibodies to GZMB and α-tubulin (loading control). **B** Lysates of NK-EVs from WT and ΔGZMB NK-92 cells stimulated with IL-15 + IL-21 or without any cytokine were immunoblotted with antibodies to granzyme B and CD81 (loading control). **C** CFSE-labeled K562 cells (2 × 10^4^) were cultured with 3 μg of NK-EVs from WT and ΔGZMB NK-92 cells stimulated with IL-15 + IL-21 or without any cytokine for 12 h. The graph represents the means + SEM of percentages of CFSE^+^/PI^+^ K562 cells. Data are shown as means + SEM of three samples and representative of three independent experiments. **D** The abundance of CD226 in NK-EVs derived from NK-92 cells. The data were from mass spectrometry analyses. **E** CFSE-labeled K562 cells (2 × 10^4^) were cultured with 3 μg of NK-EVs from NK-92 cells stimulated with IL-15 + IL-21 for 12 h. NK-EVs were preincubated with isotype control or anti-CD226 antibodies for 30 min at 37 °C and then incubated with K562 cells. n.s. not significant, The graph represents the means + SEM of percentages of CFSE^+^/ PI^+^ K562 cells. Data are shown as means + SEM of three samples and representative of three independent experiments. *P < 0.05; **P < 0.01.

Surprisingly, however, the cytotoxic activity of NK-EVs from ΔGZMB cells was still enhanced by treatment with IL-15 + IL-21 (Fig. 6C), indicating that neither GZMB nor GZMH was substantially involved in enhancing cytotoxic activity of NK-EVs by treatment with these cytokines and that other mechanism(s) are involved in enhancing cytotoxic activity of NK-EVs by treatment of NK-92 cells with IL-15 + IL-21.

### CD226 on NK-EVs contributes to the cytolytic activity

Careful examination of the data in Fig. 5C reveals that a range of proteins besides GZMB and GZMH are also cooperatively induced by the combination of IL-15 + IL-21 (e.g., GREM2, CD226, GPSM1, SLC38A5, PSME3, NACA, SCARB1, BATF3, and HSP90AB3P), providing a range of other molecules that potentially might directly or indirectly influence the enhanced killing by NK-EVs. Among those proteins, we next focused on CD226, because soluble recombinant CD226 and also CD226 on NK-EVs have cytolytic activity against tumor cells as reported previously [43, 44]. As shown in Fig. 6D, CD226 was significantly enriched on NK-EVs by IL-15 + IL-21 stimulation. We then examined cytotoxic assay with anti-CD226-blocking antibodies and found that cytolytic activity of NK-EVs was inhibited by blocking of CD226. These results suggest that enhanced cytolytic activity of NK-EVs by IL-15 + IL-21 stimulation is partially explained by enriched CD226 on NK-EVs.

## Discussion

Exosomes or EVs contain various cellular components, including proteins, DNAs, mRNAs, and miRNAs and play roles as mediators for intercellular communication [8, 12]. Since EVs derived from cancer cells can be identified in body fluids including blood and urine, analysis of EVs may have diagnostic value in cancer [45, 46]. Moreover, previous studies showed that EVs are quite stable and can selectively target certain organs or cell types [10, 11, 47, 48]. Therefore, EVs can potentially be utilized clinically, including for drug delivery, vaccination, and tissue repair [49–51].

In this study, we found that NK-EVs are incorporated into target cells via macropinocytosis, one of the endocytic pathways. To our knowledge, this is the first report to identify the pathway of NK-EVs-uptake by recipient cells. Lugini et al. [5] mentioned NK-EVs isolated from plasma of healthy donors have cytolytic activity against cancer cells but not normal resting PBMC cells and proposed NK-EVs have function for immune surveillance in our body. However, the mechanism as to how NK-EVs distinguish between tumor cells and normal cells has remained unknown. The macropinocytosis pathway is known to be an important nutrient-scavenging pathway in numerous cancer types, including pancreatic, lung, prostate, and bladder cancer [52]. In addition, previous studies reported oncogenic transformation (e.g., oncogenic *RAS* or activated *v-Src* expression), tumor suppressor mutations (e.g., loss of *PTEN*), stimulation with growth factors, such as epidermal growth factor, platelet-derived growth factor, and macrophage colony-stimulating factor enhance macropinocytosis [52]. These results suggested that targeting cancer cells with enhanced macropinocytosis by using EVs including NK-EVs might be an effective strategy, consistent with a previous report [53].

Interestingly, we showed that the cytotoxic activity of EVs derived from NK-92 cells was enhanced by cytokine stimulation, particularly by IL-15 + IL-21. Since IL-15 and IL-21 can activate NK cells [26, 27], it is reasonable that these cytokines can affect the characteristics of EVs derived from NK cells. Interestingly, a cooperative effect on the direct cytotoxic activity of NK-92 cells was not observed, but the treatment of these cells with the combination of IL-15 and IL-21 had cooperative effects on the cytotoxic activity of NK-EVs. The difference in cytotoxic activity seen by treatment with NK-EVs or by direct killing might be explained by the different mechanisms used to kill target cells or by different expression levels of molecules related to cytotoxic activity, but further studies are required to clarify the difference. Although GZMB did not contribute to the enhanced cytotoxic activity of NK-EVs by cytokine stimulation, its expression was different in NK-EVs and whole-cell lysate, which suggests distinctive protein profiles between NK-EVs and NK-92 cells, as previously described [54].

To examine the protein profiles in NK-EVs, we performed mass spectrometry analysis of NK-EVs from NK-92 cells treated with no cytokine, IL-15, IL-21, or IL-15 + IL-21. As expected, the protein profiles in NK-EVs were altered by each cytokine stimulation, which suggested that distinct patterns of components in NK-EVs might have different function on target cells. GO analysis was performed with proteins enriched by cytokine stimulation and those proteins were categorized on DNA replication, cell cycle, ribonucleic protein complex, metabolic and catabolic pathway other than the Granzyme-mediated apoptotic signaling pathway. Those proteins in NK-EVs might be interesting because they have not previously been mentioned related to the function including cytotoxic activity in target cells. However, further studies are required to discover which proteins are important for cytotoxic activity of NK-EVs.

Small RNA-seq also revealed different expression profiles of miRNAs in NK-EVs derived from NK-92 cells treated with no cytokine, IL-15, IL-21, or IL-15 + IL-21. As target genes of each miRNAs are listed in Supplementary Table 3, abundant genes are potentially targeted by miR-23a and miR-146b. Among them, STAT3 and HES1 could be targeted by miR-23a. It is also interesting that many genes related to NF-κB signaling such as IRAK1, TRAF6, CARD10, NFKB1, and TLR4 could be targeted by miR-146b. Whether these or other miRNAs contribute to the cytotoxic activity of NK-EVs requires further studies.

In the present study, we found that cytotoxic activity of NK-EVs was enhanced by treatment with IL-15 + IL-21. Moreover, we found that CD226, which has cytolytic activity against cancer cells, was enriched on NK-EVs by IL-15 + IL-21 stimulation. The addition of blocking antibodies to CD226 reduced the cytotoxic activity of NK-EVs, consistent with a previous report that showed blocking antibodies against CD226-L, CD112 (Nectin2), and CD155 (PVR) could reduce the cytotoxic activity of NK-EVs [44]. CD112 and CD155 are also ligands of TIGIT, which is a checkpoint receptor associated with the antitumor roles on NK and T cells [55]. In addition, these proteins are overexpressed on many types of cancer cells including K562 cells [55, 56]. Therefore, it is reasonable that CD112 and CD155 on cancer cells are targeted by CD226 on NK-EVs, which would contribute to antitumor immune responses. This study is the first report to show the mass spectrometry and small RNA-seq in NK-EVs, which indicates the potential potency and utility of NK-EVs and may inform future studies.

In conclusion, this study revealed novel characteristics of NK-EVs, including the finding that IL-15 + IL-21 stimulation enhances the cytotoxic activity of NK-EVs. Moreover, the NK-EVs-uptake pathway by recipient cells was newly revealed. These results are valuable and informative for developing the strategy for future cancer therapy use of NK-EVs.

## Supplementary information

Suppl. Fig. Legends

Suppl. Figures 1-5

Suppl. Table 1

Suppl. Table 2

Suppl. Table 3

qPCR delta CT values

Original Western Blot Fig. 1

Original Western Blot Fig. 3

Original Western Blot Fig. 6

Original Western Blot Suppl. Fig. 5

# Supplementary material for: Cytokine-enhanced cytolytic activity of exosomes from NK Cells
**Source:** Cancer Gene Ther. 2021 Jul 27;29(6):734–49. doi: 10.1038/s41417-021-00352-2
**Supplement:** Supplementary file 1 — Suppl. Fig. Legends

**Supplementary Figure Legends**

**Supplementary Fig. 1: Gating strategy for flow cytometric analysis.**

**A-D,** K562, Jurkat, A549, and HeLa cells were treated as described in the legend to Fig. 1C. Cells were gated on FSC-A and SSC-A, which include both live and dead cells. Cells were then further gated on CFSE^+^ cells. Dead cells among CFSE^+^ cells were then measured by PI staining. All data shown are representative of three independent experiments.

**Supplementary Fig. 2: NK-EVs are taken up by Jurkat cells via macropinocytosis.** Jurkat cells were preincubated with DMSO or 75 μM EIPA for 30 minutes. Cells were then incubated with PBS or 3 μg of PKH67-labeled NK-EVs for 3 hours. The percentage of PKH67^+^ Jurkat cells were analyzed by flow cytometry. The graphs represent the means + SEM of the percentage of PKH67^+^ Jurkat cells. Cell culture were performed in triplicate. All data shown are representative of three independent experiments. ***P < 0.001.

**Supplementary Fig. 3: Mass spectrometry analyses of NK-EVs. A,** Venn diagram showing unique and overlapping proteins identified by mass spectrometry analyses. **B,** Volcano plots of differentially expressed proteins in NK-EVs derived from NK-92 cells stimulated with IL-15 + IL-21 or without any cytokines. In panel B, the left and right plots are the same except the top 50 genes are indicated in the plot on the right.

**Supplementary Fig. 4: Generation of ΔGZMB NK-92 cells.**

**A,** The genomic structure of the *GZMB* gene and the sequence of target site of the gRNA are shown. **B,** Sequence of Exon 4 of *GZMB*. The underlined green nucleotide indicates the nucleotide deleted by CRISPR-Cas9 technology, and the three red nucleotides indicate the putative stop codon for *GZM*B in ΔGZMB cells. **C,** qRT-PCR was performed with RNA from NK-92 WT and ΔGZMB cells. The *GZMB* exon 2/exon 3 or *GZMB* exon 4/exon 5 regions were amplified with primer pairs that bind to exon 2/exon 3 or exon 4/exon 5, respectively. Data shown are representative of three independent experiments. Bars indicate the means of triplicates. **D,** Whole Cell Lysates (WCL) of NK-92 WT and ΔGZMB cells were immunoblotted with antibodies to GZMB. **E,** Lysates of NK-EVs from WT and ΔGZMB NK-92 cells stimulated with IL-15 + IL-21 or without any cytokine were immunoblotted with antibodies to GZMB. The whole membrane of Fig. 4E is shown here.

**Supplementary Fig. 5: *GZMH* was disrupted in ΔGZMB NK-92 cells.**

**A,** The sequence of the putative target site in exon 4 of *GZMH* and the sequence of the gRNA are shown. **B,** Sequence of Exon 4 of *GZMH*. The two green nucleotides were deleted by CRISPR-Cas9 technology, and the three red nucleotides indicate the putative stop codon of *GZMH* in ΔGZMB cells. **C,** qRT-PCR was performed with RNA from NK-92 WT and ΔGZMB cells. *GZMH* exon 1/exon 2 or *GZMH* exon 4/exon 5 regions were amplified with primer pairs that bind to Exon 1/Exon 2 or Exon 4/Exon 5, respectively. Data shown are representative of three independent experiments. Bars indicate the means of triplicates. **D,** Whole Cell Lysates (WCL) of NK-92 WT and ΔGZMB cells were immunoblotted with antibodies to GZMH and α-tubulin.

# Supplementary material for: Cytokine-enhanced cytolytic activity of exosomes from NK Cells
**Source:** Cancer Gene Ther. 2021 Jul 27;29(6):734–49. doi: 10.1038/s41417-021-00352-2

sFig. 1

A

K562

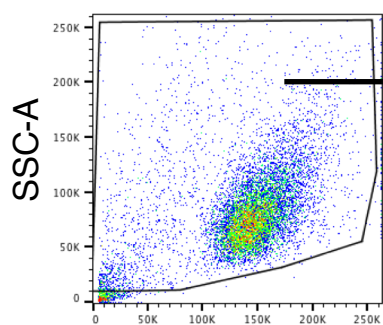

FSC-A

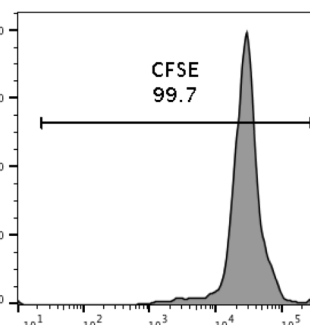

CFSE

PBS

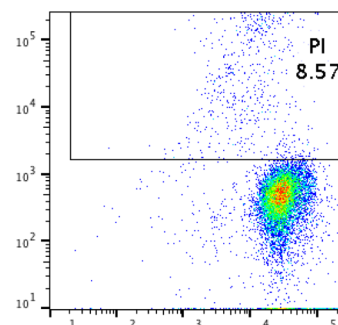

CFSE

NK-EVs

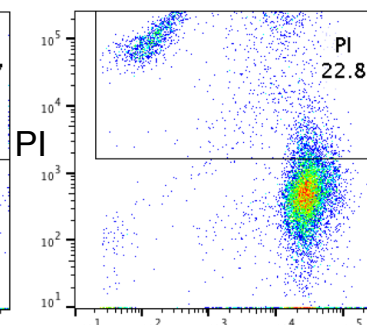

CFSE

B

Jurkat

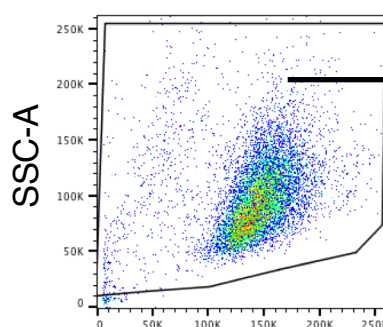

FSC-A

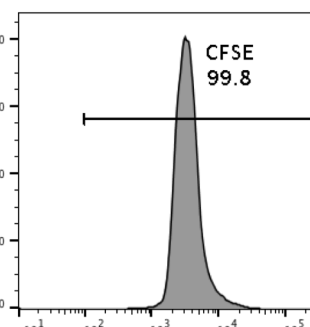

CFSE

PBS

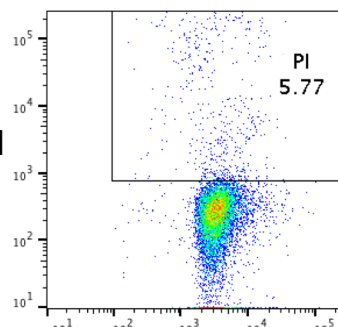

CFSE

NK-EVs

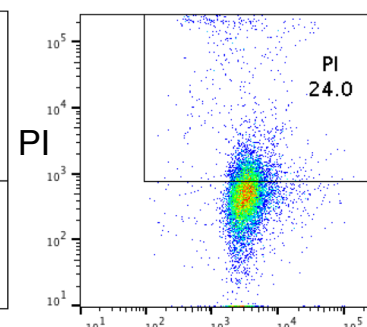

CFSE

C

A549

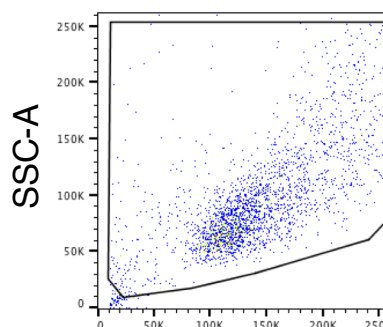

FSC-A

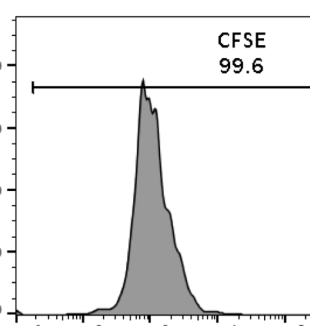

CFSE

PBS

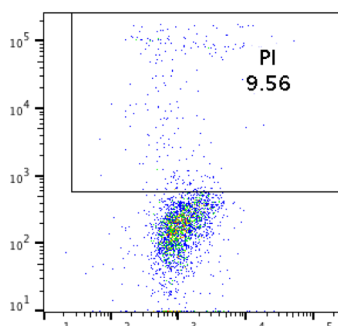

CFSE

NK-EVs

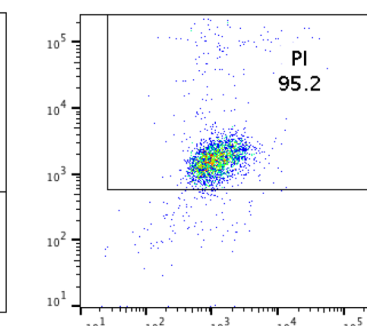

CFSE

D

HeLa

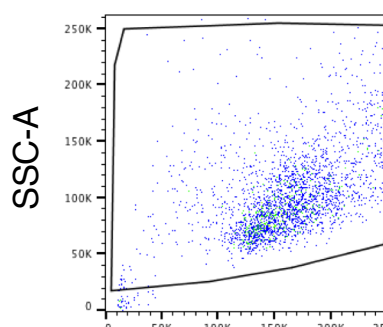

FSC-A

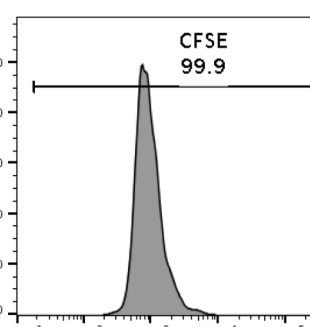

CFSE

PBS

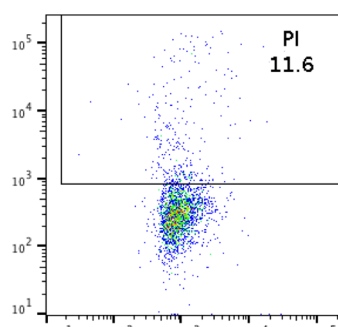

CFSE

NK-EVs

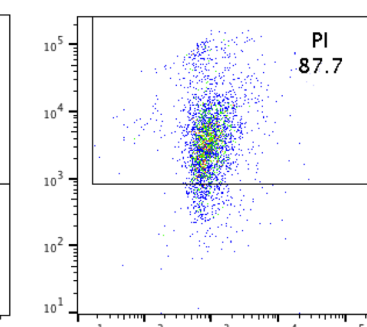

CFSE

sFig. 2

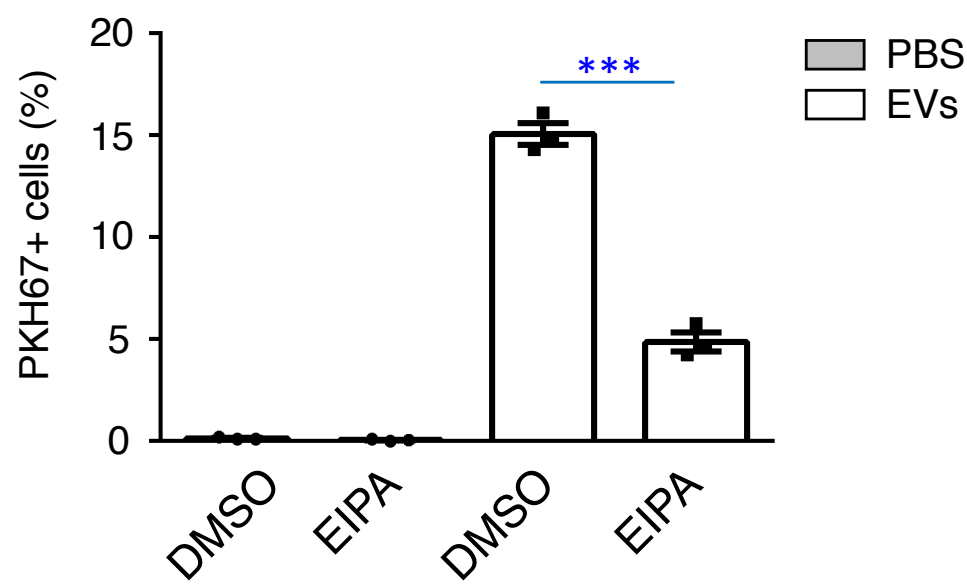

sFig. 3

A

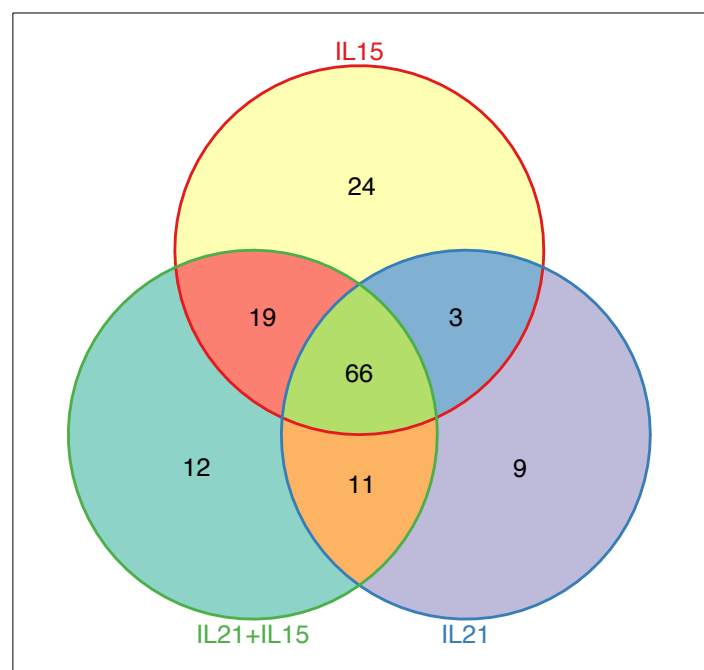

B

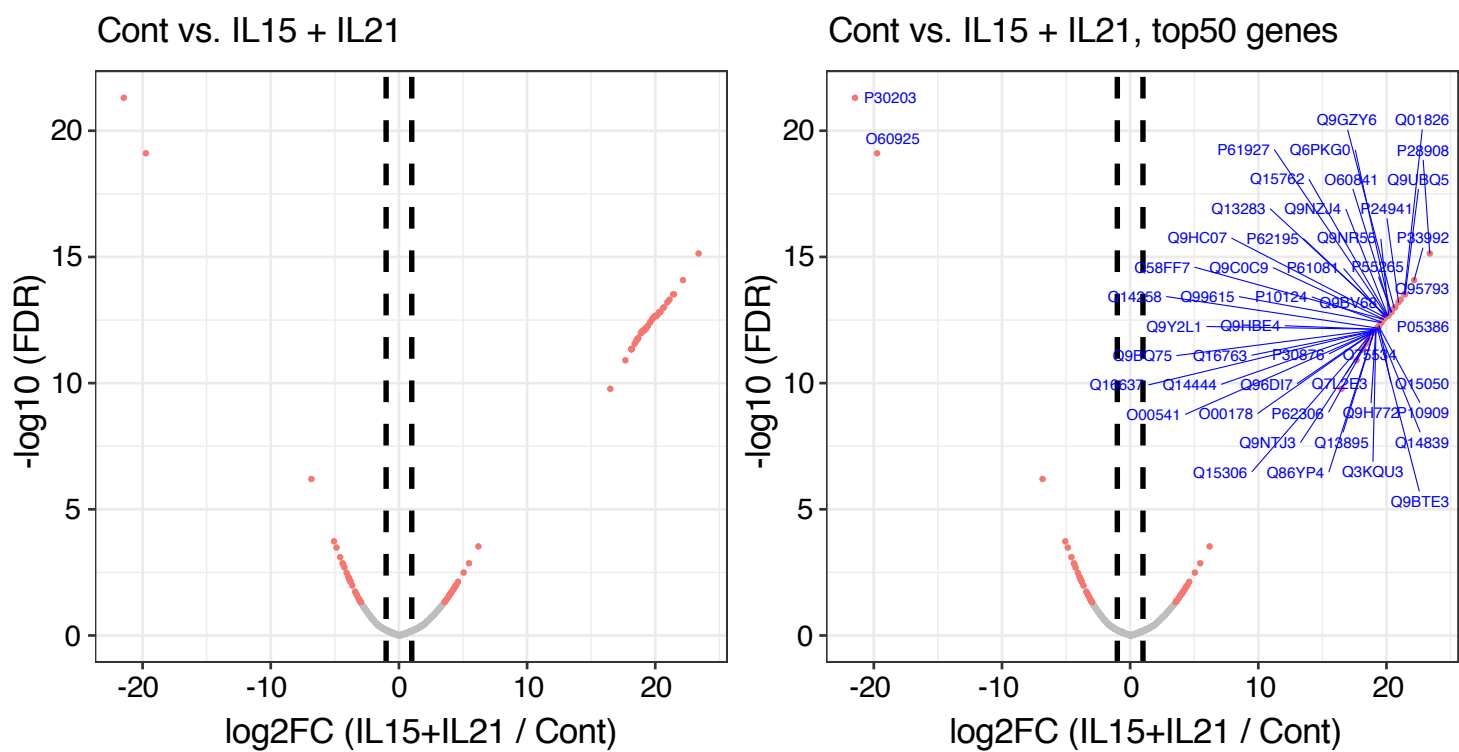

sFig. 4

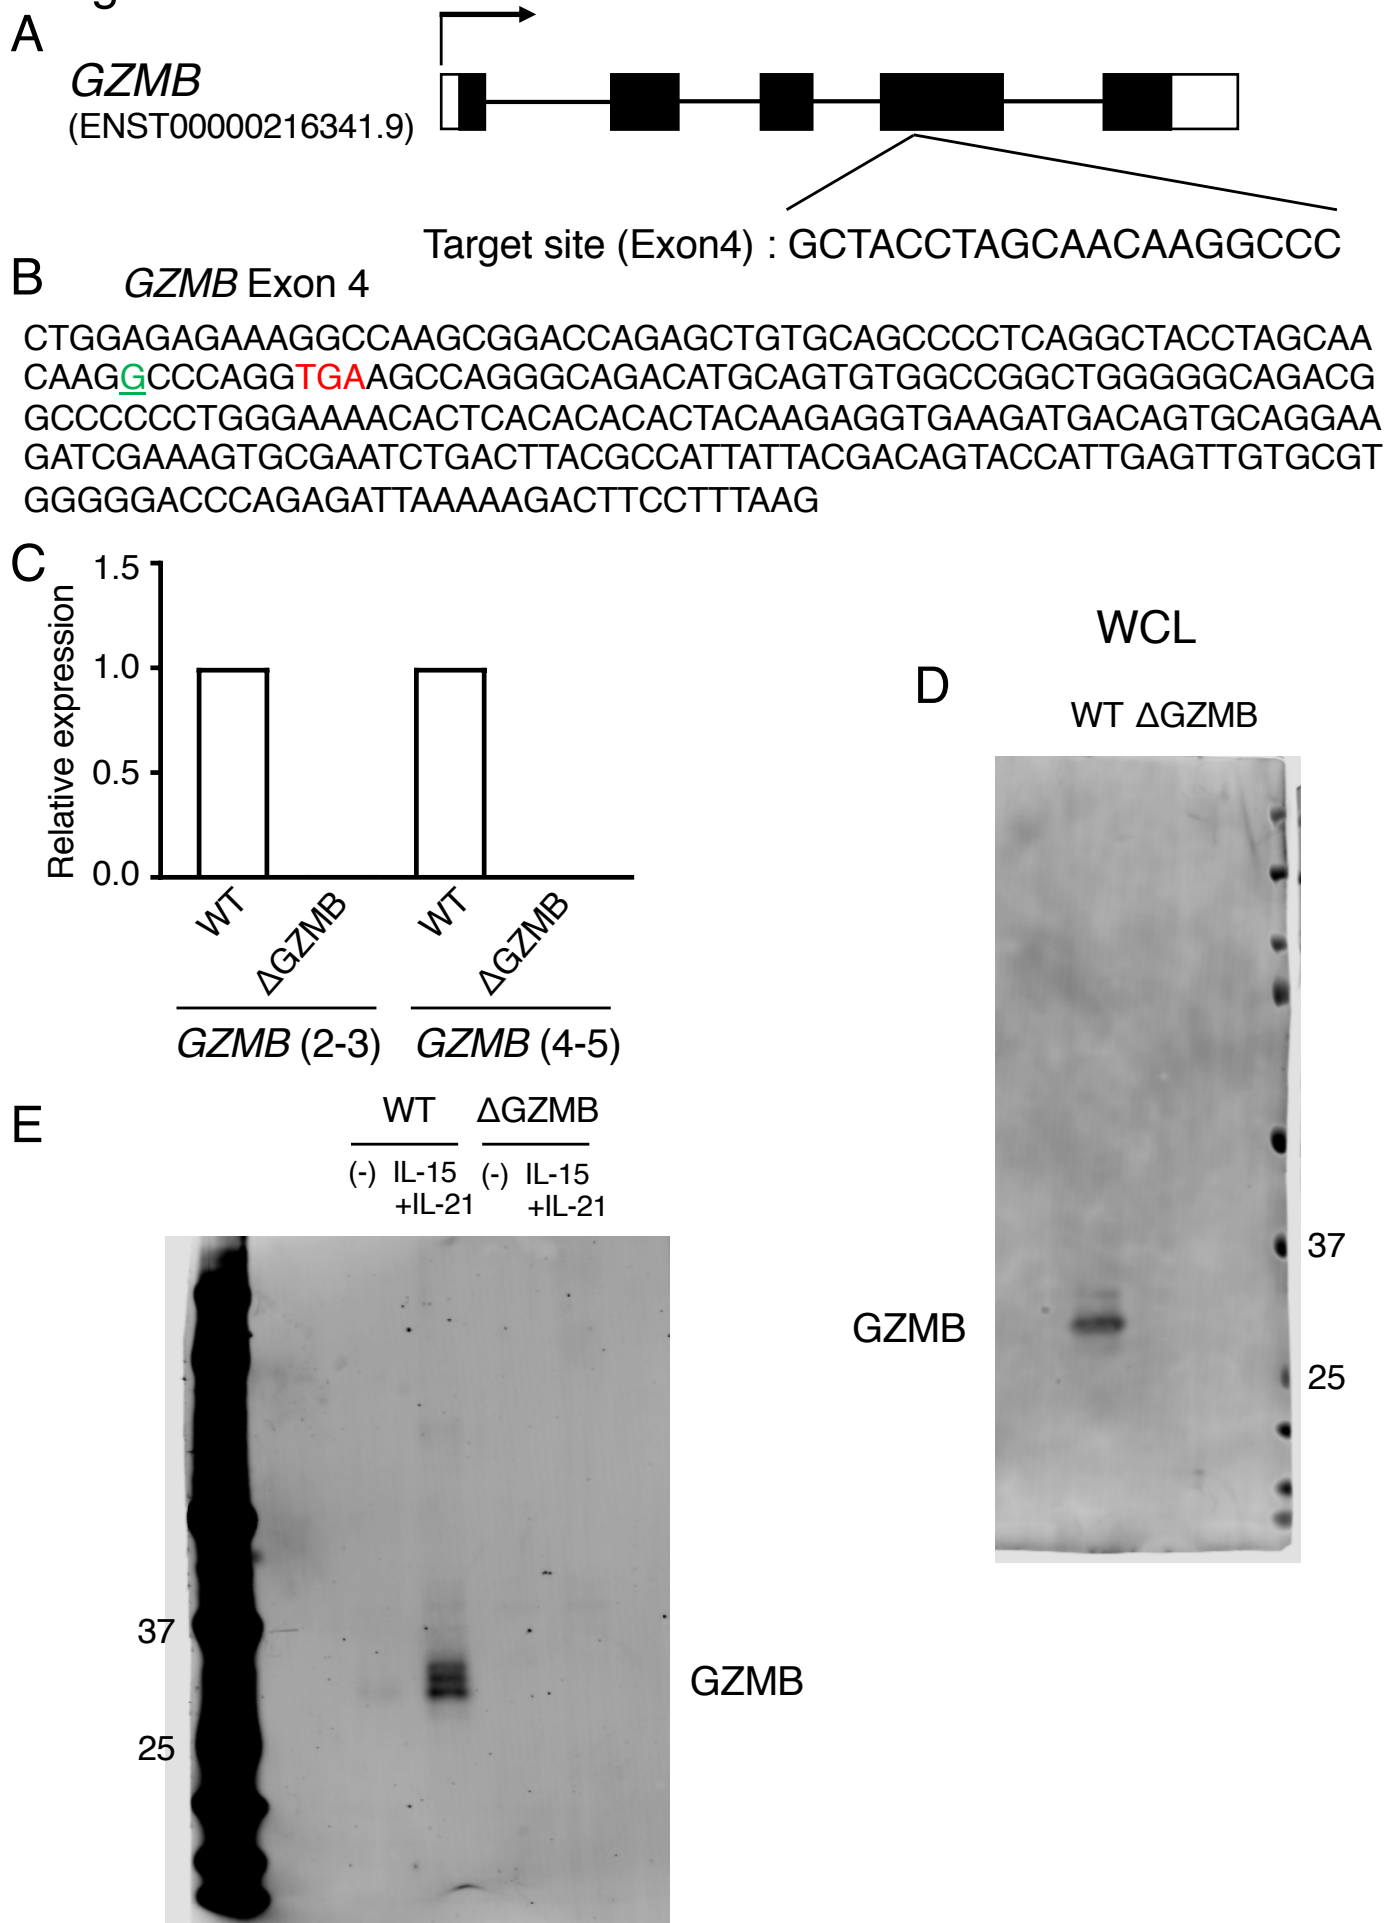

sFig. 5

A *GZMH* Exon4 : GCTACCTAGCAGCAAGGCCC
* 95% Match
gRNA target site : GCTACCTAGCAACAAGGCCC

B *GZMH* Exon 4

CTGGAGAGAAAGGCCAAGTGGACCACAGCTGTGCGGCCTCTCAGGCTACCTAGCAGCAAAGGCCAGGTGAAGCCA
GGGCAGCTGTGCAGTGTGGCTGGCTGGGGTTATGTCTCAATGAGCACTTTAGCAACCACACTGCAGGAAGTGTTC
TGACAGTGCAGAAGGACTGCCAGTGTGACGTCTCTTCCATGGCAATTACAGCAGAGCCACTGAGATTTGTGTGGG
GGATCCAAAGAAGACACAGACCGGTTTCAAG

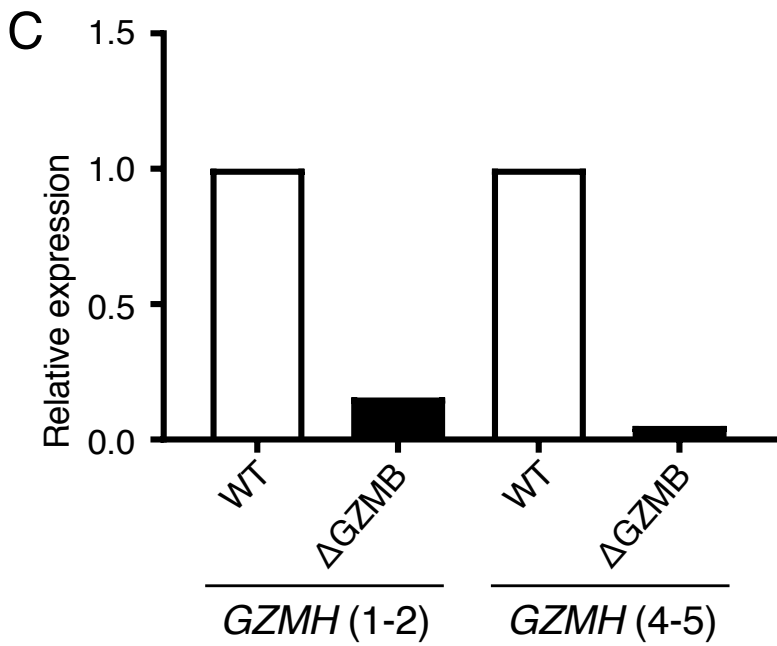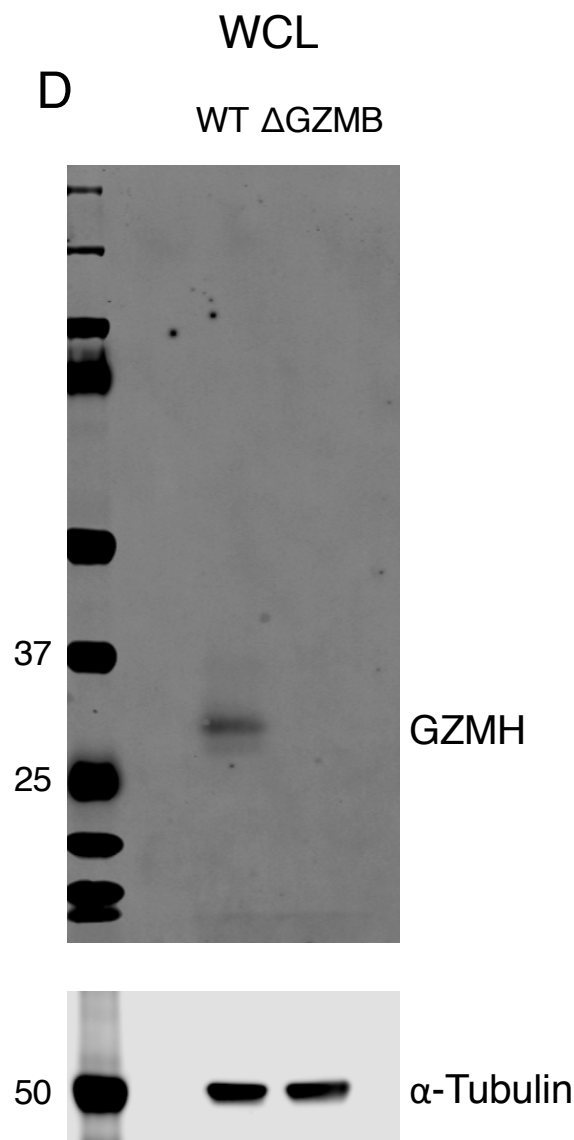

**Supplement:** Supplementary file 2 — Suppl. Figures 1-5

# Supplementary material for: Cytokine-enhanced cytolytic activity of exosomes from NK Cells
**Source:** Cancer Gene Ther. 2021 Jul 27;29(6):734–49. doi: 10.1038/s41417-021-00352-2
**Supplement:** Supplementary file 9 — Original Western Blot Fig. 6

## Slide 1

Fig6A, sFig4D
Fig6B, sFig4E
GZMB
CD81
GZMB
α-Tubulin
WT
ΔGZMB
WT
ΔGZMB
WT
ΔGZMB
WT
ΔGZMB
(-) IL-15
 +IL-21
(-) IL-15
 +IL-21
(-) IL-15
 +IL-21
(-) IL-15
 +IL-21
20
15
50
37
37
37
25
25

How the deposited data were processed for this re-analysis (not part of the article)

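Small RNA was measured in 12 libraries of NK-EVs and 12 libraries of NK-92 cells, 3 for each of no cytokine, IL-15, IL-21 and IL-15 + IL-21. The authors deposited a table of reads and a table of frequencies, each with 1452 rows, of which 1 with missing values was left out, and with 2 columns without a sample, which were not used. As deposited by the authors, the reads are expected counts per arm and locus, made by dividing reads between the loci that share them, so that 6.86% of the values are not whole. The frequency, a fraction of the reads of each library, was made by the authors, who per the paper divided the reads of a miRNA by the total sequenced reads, and was rounded to 4 decimals. Its denominator was 1.004 to 1.013 times the miRNA reads listed, and what it counts beyond these is not given in the sources used here. The processing notes name CASAVA and GRCh37 (hg19), and the tools for alignment and counting are not given in the sources used here. The paper and the sample labels name different RNA extraction reagents. The NK-EV frequencies in Supplementary Table 1 were checked and equal the deposited ones.

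Counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr by condition, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). One fit held the 12 NK-EV libraries (193 miRNAs after the filter), one the 12 cell libraries (440) and one all 24 libraries (427). In NK-EVs each cytokine condition was compared with no cytokine, IL-15 + IL-21 with IL-15, with IL-21 and with the mean of the other conditions, and all conditions by an F-test. The cells were tested over all conditions and for IL-15 + IL-21 against no cytokine, and NK-EVs were compared with cells overall and in their response to IL-15 + IL-21. Single frequencies were compared by exact two-sided permutation tests. Profiles were compared on log10(frequency + 0.0001) of miRNAs with a mean frequency above 0.5% in NK-EVs, by a permutational analysis of variance and by distances, both with exact one-sided p-values. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for frequencies, profiles and figures. A count of 0 was taken to allow up to 3 reads (95% limit). Whether libraries of one replicate number deviate together was checked on deviations from the condition means. In NK-EVs 17 of 18 pairs had a correlation above 0.1 (median 0.526), all but no cytokine with IL-21 in replicate 3 (-0.261), so that every pair passed in the other comparisons of 2 conditions, and in cells 8 of 18 did (median 0.063). The sources state no shared batch for the numbers. The main fits had no block, and the pairs were first read over all conditions and then by comparison, the latter after the calls with the block were seen. Depth differed between conditions in NK-EVs, and the shallowest library was one with no cytokine.

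There were 24 fixed lists of miRNAs, of which 9 were of other cell types. They were the miR-17~92, miR-106b~25, miR-106a, miR-23a and miR-23b clusters, the let-7, miR-29, miR-15/16, miR-181, miR-30 and miR-146 families, miR-221 with miR-222, cytokine- and NF-κB-induced, lymphocyte and BART miRNAs, and markers of myeloid, erythroid, liver, muscle, neural, pluripotent stem, epithelial, fibroblast (with smooth muscle and endothelial) and placental cells. The neural and pluripotent lists were written after their miRNAs had been seen among the frequent rows of Supplementary Table 1, whose NK-EV columns had been partly seen. The others were written before the deposited tables were examined, though part of Supplementary Table 1, which holds the same NK-EV values, had been seen. Lists with at least 3 tested members were tested with camera from limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation. The miRNAs named were those the paper names with their other arms, the 5 with the smallest adjusted p in each direction of each NK-EV comparison, up to 4 most frequent members of each list, the 10 most frequent in NK-EVs, and the 10 with the smallest adjusted p in each direction in cells and between NK-EVs and cells. Others named in the text were chosen after their values were seen. Hairpin sequences came from GENCODE release 29.

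The alternatives were DESeq2 1.42.0, RLE factors, library totals, no filter, a filter of 20 reads, the replicate number as a block, loci summed (1371 rows), human rows, leaving out markers of other cell types, thinning to the smallest library, limma on the frequency with pseudocounts of 0.0001 and 0.001 and on a recomputed frequency, fits of only the groups compared, other sets of miRNAs and scales for the profiles, and leaving out each library. Leaving out the 4 NK-EV libraries numbered 1 was added after the data were seen. Tested on simulated data with NK-EV depths, IL-15 + IL-21 against no cytokine recovered 1 of 20 changes by 4 times and 0 of 20 by 2 times, and against the other conditions 12 of 20 and 1 of 20. In the cells 36 of 45 changes by 4 times were recovered. Mass spectrometry, quantitative PCR and cytotoxicity were not analysed here.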

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

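The tests of enrichment of NK-92 miRNAs, of cytokine treatment and of a fixed number of foreign reads for the neural miRNAs, the test of the level in the cells for miR-146b and miR-23a, the count of miRNAs with too few reads after thinning, and the 20 repeated draws of thinned reads were chosen after the results were seen. For cytokine treatment a first test was replaced after its result was seen, and both are given.

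NK-EV libraries held reads of neural miRNAs, up to 17.45% in IL-15 replicate 1, and of pluripotent stem cell miRNAs, up to 6.07% in IL-21 replicate 1, signals that the paper does not discuss. An enrichment of NK-92 miRNAs in NK-EVs is argued against by the spread, since the highest neural share was 193.9 times the lowest among NK-EV libraries, and a fixed number of foreign reads per library is argued against because the number of neural reads ran from 10 to 7249, a ratio of 724.9. RNA of one outside source stays open, since the median pairwise correlation of 17 neural miRNAs among 6 libraries was 0.686 (0.380 to 0.950). Cytokine treatment also stays open: by the first test the conditions accounted for a share of 0.087 of the variance (exact permutation test, one-sided, p = 0.848), and by the second the highest share was 6.2 to 90.3 times the lowest among the replicates of a condition, which leaves a smaller effect possible. In every condition replicate 1 held the largest neural share (15.93% with no cytokine, 17.45% with IL-15, 3.65% with IL-21 and 8.13% with IL-15 + IL-21). The other NK-EV libraries held at most 3.04%. The pluripotent share did not follow the number, at 3.55% in no-cytokine replicate 3 against 0.88% in replicate 1. A cause tied to the replicate number was not tested.

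miR-146b and miR-23a were higher in IL-15 + IL-21 NK-EVs, which were also the deepest. A higher level in the cells is argued against, since the log2 fold changes over the other conditions there were -0.25 (SE 0.18) and -0.11 (SE 0.13). Reads on the marker rows of other cell types are argued against as the whole cause, since without those rows the log2 fold changes were 0.995 and 0.750, beside 1.083 and 0.836 with them. Other miRNAs from such cells were not removed, so that RNA of other cells stays open. Depth stays open, since in the planned draw of thinned reads they were 0.787 and 0.641, and over 20 draws they had means of 0.942 (SD 0.166) and 0.662 (SD 0.204), and cytokine and depth cannot be told apart where every IL-15 + IL-21 library is deeper than every other. Loading or release of these miRNAs under IL-15 + IL-21 may be an explanation and was not tested.

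On TMM-scaled counts 322 miRNAs differed between NK-EVs and cells (122 higher in NK-EVs, 200 lower). With library totals, which compare shares, more were higher than lower, as given under the other observations. Depth is argued against for the 84 miRNAs with enough reads after thinning, since their log2 fold changes with thinned reads had a slope of 0.852 on the full ones. It stays open for 249 of the 322, which had too few reads to test after thinning, where 73 miRNAs were called (44 higher, 29 lower). GC content stays open, since the GC share of the hairpin had a Spearman correlation of 0.208 with the log2 fold change over 384 human miRNAs (permutation p = 1e-04, the smallest that 10000 permutations can give). No biological explanation was tested.

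In NK-92 cells, which the methods and the legend of Fig. 4A name while the Results on small RNA-seq describe NK-EVs, the edgeR F-test called 263 of 440 miRNAs. The highest of 100 splits of the libraries other than the real one gave 183. Only these 100 splits were drawn, so that they argue against chance and do not exclude it. The response to IL-15 + IL-21 differed between NK-EVs and cells for 58 miRNAs (43 higher in NK-EVs, 15 lower) by a test of the difference itself. The highest other split gave 43. These splits exchanged libraries of no cytokine and IL-15 + IL-21 within NK-EVs and within cells, which also removes the response of the cells. They therefore cannot tell whether chance gave a difference between the responses. The count and its direction depended on the processing: edgeR gave 5 higher and 34 lower with RLE factors and 10 higher and 12 lower with library totals, DESeq2 gave 18 higher and 84 lower, limma gave 25 and 29 in all, and after thinning edgeR gave 0 (16 at an unadjusted p under 0.05). Without 1 library the count ran from 5 (without NK-EV no-cytokine replicate 3) to 73 (without NK-EV IL-15 replicate 1), with the other libraries given in the next part.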

How the results depend on the processing

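Leaving out the 4 NK-EV libraries numbered 1 was chosen after seeing the data. The cause of the changes below was not tested. Counts are of miRNAs past the threshold.

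The NK-EV counts depended on the processing, apart from IL-15 + IL-21 against IL-15, which was 0 under each alternative run (edgeR, 5 at an unadjusted p under 0.05, DESeq2 0, limma 0). The main counts were 6 over all conditions, 4 for IL-15, 0 for IL-21 and 3 for IL-15 + IL-21 against no cytokine, and 0 for IL-15 + IL-21 against IL-21 and against the other conditions. In that order DESeq2 gave 28, 14, 1, 13, 21 and 17, no filter gave 21, 9, 0, 26, 9 and 1, and the strict filter gave 2, 8, 2, 6, 1 and 2. Without the libraries numbered 1 the counts were 25, 36, 0, 33, 1 and 7. RLE factors gave 0 over all conditions and 1 for IL-15, and thinning gave 0, 0 for IL-15 and 1 for IL-15 + IL-21 against no cytokine. Without markers of other cell types there were 0 over all conditions and 7 for IL-15. Human rows gave 3 over all conditions and 5 for IL-15 + IL-21 against no cytokine. For the latter, library totals gave 7, loci summed 7, limma 9 (pseudocount 0.0001) and 7 (pseudocount 0.001), and a fit of only the groups compared 11, and that fit gave 0 for IL-15.

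The log2 fold changes of miR-146b and miR-23a over the other conditions were positive under every alternative, at 0.93 and 0.65 by DESeq2 and 1.12 and 0.85 without the libraries numbered 1, the alternatives that called them, with adjusted p over all alternatives from 0.0142 to 0.789 and from 0.0250 to 0.789. The share of squared distances between conditions was called for the miRNAs above 0.5% in every library (0.447). The nearness to IL-15 was called for these (-0.337), for the 46 miRNAs above 0.5% over 24 libraries (-0.582), at unit variance (-3.27) and without markers of other cell types (-0.657).

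For 8 of 12 NK-EV libraries and 6 of 12 cell libraries, the mean correlation with libraries of the other conditions was highest for their own replicate number, among 3 numbers. With a replicate block the counts were 1 over all conditions, 1 for IL-15, 20 for IL-15 + IL-21 against no cytokine (9 higher, 11 lower) and 2 against the other conditions. The nearness was -0.633 after the mean of each replicate number was subtracted. The counts against IL-15 and against IL-21 stayed at 0 (edgeR, 15 and 44 at an unadjusted p under 0.05 with the block, DESeq2 without it 0 and 21, limma 0 and 0).

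In cells the counts were 263 over all conditions and 194 for IL-15 + IL-21 against no cytokine, and limma gave 119 and 96 (pseudocount 0.0001) and 119 and 92 (pseudocount 0.001). NK-EVs against cells gave 322, and 73 after thinning. The difference in the response gave 58, and 102 by DESeq2, 22 by library totals, 28 with loci summed, 17 with human rows, 0 after thinning (edgeR), and 25 and 29 by limma with pseudocounts of 0.0001 and 0.001. Against TMM, library totals shifted the median log2 fold change of all miRNAs by 1.47 for NK-EVs over cells, by -0.60 for the difference in the response, by -0.12 for IL-15, and by 0.11 and -0.15 for IL-15 + IL-21 against IL-15 and against IL-21.

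Leaving out one library at a time gave 0 to 6 over all conditions, 0 to 7 for IL-15, 0 to 0 for IL-21, 0 to 10 for IL-15 + IL-21 against no cytokine, 0 to 0 against IL-15, 0 to 4 against IL-21 and 0 to 3 against the other conditions. It gave 0.892 to 1.296 for miR-146b, 0.714 to 1.001 for miR-23a, 0.185 to 0.327 for the share of distances, -0.783 to -0.189 for the nearness (called without IL-15 replicate 1, at -0.783), 224 to 313 and 163 to 241 in cells, 267 to 333 for NK-EVs against cells and 5 to 73 for the difference in the response. Over all conditions the count was 3 without IL-15 replicate 1 and 0 without no-cytokine replicates 2 or 3, IL-15 replicates 2 or 3, IL-21 replicates 1 or 2, or any IL-15 + IL-21 replicate. For IL-15 it was 0 without no-cytokine replicates 2 or 3, IL-15 replicates 2 or 3, or IL-15 + IL-21 replicates 1 or 3, 2 without IL-15 replicate 1 or IL-15 + IL-21 replicate 2, and 7 without IL-21 replicate 3. For IL-15 + IL-21 against no cytokine it was 10 without no-cytokine replicate 1, 5 and 7 without IL-21 replicates 2 and 3, 1 without IL-15 + IL-21 replicate 1 and 0 without its replicates 2 or 3. Against IL-21 it was 1 without no-cytokine replicate 1 and 4 without IL-21 replicate 3, and against the other conditions 3 without no-cytokine replicate 1. For the difference in the response it was 12 and 5 without NK-EV no-cytokine replicates 1 and 3, 19 and 24 without NK-EV IL-15 replicates 2 and 3, 24, 16 and 24 without NK-EV IL-21 replicates 1, 2 and 3, 10 and 11 without NK-EV IL-15 + IL-21 replicates 2 and 3, 19 and 27 without cell no-cytokine replicates 2 and 3, 28 without cell IL-15 replicate 1, 23 without cell IL-21 replicate 3, and 32, 33 and 34 without cell IL-15 + IL-21 replicates 1, 2 and 3.

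Of single miRNAs, miR-19a* in the difference in the response reversed to 1.83 without NK-EV no-cytokine replicate 3, and leaving out one library at a time gave -11.26 to 1.83 for it. Depth limits the NK-EV results, since the shallowest library held 1893 reads.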

Differences from the paper's values

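Leaving out the libraries numbered 1 was chosen after seeing the values.

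The share of variance on PC2 of the NK-EV libraries is about 24% in Fig. 4A of the paper, read by eye, and was 13.7% here over the 53 miRNAs with a mean frequency above 0.5% in NK-EVs. Of the alternatives set before the deposited tables were examined, the set of 46 miRNAs with a mean frequency above 0.5% over all 24 libraries gave shares that match the numbers printed in the figure (53.9% and 24.2%).

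The paper states that miR-146b and miR-23a were enriched in IL-15 + IL-21 NK-EVs relative to the other conditions. The mean frequencies had the same direction and exact two-sided permutation tests of the frequency gave an unadjusted p = 0.0091 for each. That p does not allow for the choice of both miRNAs from these same libraries. After adjustment over all miRNAs tested, edgeR's quasi-likelihood test called neither (adjusted p = 0.133 and 0.141). With the replicate number as a block, edgeR also called neither (adjusted p = 0.0689 and 0.0934). IL-15 + IL-21 had the highest frequency of both within every replicate number. DESeq2 called both (adjusted p = 0.0142 and 0.0474), and so did edgeR without the libraries numbered 1, chosen after seeing the values (adjusted p = 0.0428 and 0.0250), which drops neither of the 2 miRNAs the paper names. Over all alternatives the adjusted p ran from 0.0142 to 0.789 and from 0.0250 to 0.789.

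The paper states that IL-15 and IL-15 + IL-21 NK-EVs were more similar to each other than to the other conditions. The mean distance had this direction, and the exact one-sided permutation test gave p = 0.167. The p was under 0.05 for the miRNAs above 0.5% in every library (0.0357), for the 46 miRNAs above (0.0476), at unit variance (0.0476), with a replicate block (0.0370), without markers of other cell types (0.0476) and without IL-15 replicate 1 (0.0357), over a range of 0.0357 to 0.357.

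The paper states that cytokine stimulation altered the miRNA profile of NK-EVs. The permutational analysis of variance gave p = 0.622 over 53 miRNAs by an exact permutation test, and p = 0.0244 for the miRNAs above 0.5% in every library (range 0.0244 to 0.771). On PC1 of the 53 miRNAs, which took 68.6% of the variance, the neural miRNA miR-9 had the largest loadings. The exact permutation test gave p = 0.363 for the 46 miRNAs above and p = 0.0677 with a replicate block. Without markers of other cell types, the exact permutation test gave p = 0.298. The edgeR F-test called 6 miRNAs, with 55 in the highest other split of the libraries, drawn without regard to the replicate number, so that chance cannot be excluded, and it called 0 without any one of 9 of the 12 NK-EV libraries (no-cytokine replicates 2 and 3, IL-15 replicates 2 and 3, IL-21 replicates 1 and 2, and each IL-15 + IL-21 replicate) and 3 without IL-15 replicate 1.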

Other observations

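The miRNAs named here in cells and between NK-EVs and cells follow the rule fixed before the deposited tables were examined or are members of the fixed lists. Of these lists, the neural and pluripotent ones were written after their miRNAs had been seen in Supplementary Table 1. Apart from these lists, no test in this part was chosen after its result was seen.

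In NK-92 cells IL-15 + IL-21 raised miR-21 and members of the miR-17~92 cluster and lowered members of the miR-29, miR-15/16 and miR-30 families. miR-21, a target of STAT3, rose (log2 fold change 1.74, SE 0.24, adjusted p = 9.77e-05 from edgeR's quasi-likelihood test), as did miR-20a of the miR-17~92 cluster (1.00, SE 0.14, adjusted p = 1.56e-04 from edgeR) and miR-503 (2.01, SE 0.16, adjusted p = 3.01e-06 from edgeR). miR-150 fell (-1.96, SE 0.18, adjusted p = 8.08e-06 from edgeR), as did miR-342 (-1.94, SE 0.18, adjusted p = 8.08e-06 from edgeR) and miR-31-5p (-4.20, SE 0.21, adjusted p = 6.46e-08 from edgeR). Of the 440 miRNAs 108 were higher and 86 lower. By list, 7 of 9 members of the miR-17~92 cluster were higher, and 4 of 4 of the miR-29 family, 5 of 7 of the miR-15/16 family and 5 of 5 of the miR-30 family were lower (camera adjusted p = 0.0022, 0.0300, 0.0410 and 0.0022, and adjusted p = 0.466 for each with an estimated correlation). Of 38 BART miRNAs 8 were higher and 12 lower. The mean frequency of miR-21 was 5.81% with no cytokine, 18.0% with IL-15, 33.2% with IL-21 and 20.0% with IL-15 + IL-21.

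Relative to NK-92 cells, NK-EVs held larger shares of the miR-181 family and smaller shares of the miR-29, miR-15/16 and miR-23a groups. Of 427 miRNAs 122 were higher and 200 lower with TMM, and 194 higher and 100 lower with library totals. 6 of 6 miR-181 members were higher (median log2 fold change 1.30), and 4 of 4 miR-29 members (-4.00), 5 of 5 miR-15/16 members (-2.59) and 5 of 6 members of the miR-23a cluster (-2.50) were lower (camera adjusted p = 0.0060, 0.0024, 1.03e-04 and 0.0077, and adjusted p = 0.185, 0.243, 0.185 and 0.196 with an estimated correlation). miR-27a was lower with TMM and with library totals (-4.56 and -2.99), as was miR-29c (-4.10 and -2.50), and miR-423-5p was higher (2.95 and 4.50). Of 5 fibroblast, smooth muscle and endothelial miRNAs 1 was higher, and 3 of 3 liver miRNAs were lower. In lists written after their miRNAs had been seen in Supplementary Table 1, 19 of 24 neural miRNAs were higher and 2 lower, and 6 of 8 pluripotent stem cell miRNAs were higher (camera adjusted p = 0.0024 and 0.0266, and adjusted p = 0.577 for each with an estimated correlation). Neural miRNAs took a mean of 4.35% of the reads of NK-EVs and 0.155% of those of cells, and pluripotent stem cell miRNAs 0.995% and 0.00%.

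If NK-EVs follow their cells, changes with IL-15 + IL-21 would go together in both. Over the 180 miRNAs tested in both, the Spearman correlation of the log2 fold changes was 0.124 (two-sided permutation p = 0.0980, Pearson 0.016), which leaves this hypothesis open.

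Other splits of the same libraries were tested. Over all conditions in NK-EVs 7 of 100 splits gave at least the 6 calls of the real one, with 55 in the highest other, so that chance cannot be excluded, and a split that calls so many points to a structure of the samples other than the condition. For IL-15 + IL-21 against the other conditions 100 of 100 did, with 0 calls by edgeR in the real one (25 at an unadjusted p under 0.05, DESeq2 17, limma 0) and 2 in the highest other. For NK-EVs against cells the real split gave 322 calls and the highest other 119 (1 of 100 as large, the real one included). With only 100 splits drawn, this argues against chance and does not exclude it. Comparisons of 3 libraries with 3 have 10 splits, too few for a share under 0.05: the real and the highest other counts were 4 and 0 for IL-15, 0 and 2 for IL-21, 3 and 0 for IL-15 + IL-21 against no cytokine, 0 and 0 against IL-15, 0 and 0 against IL-21, and 194 and 0 for IL-15 + IL-21 against no cytokine in cells. Where the highest other count was 0, splits that part the libraries of every replicate number and splits that do not gave the same count.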
